# Flt3L therapy increases the abundance of Treg-promoting CCR7^+^ cDCs in preclinical cancer models

**DOI:** 10.3389/fimmu.2023.1166180

**Published:** 2023-08-09

**Authors:** Emile J. Clappaert, Daliya Kancheva, Jan Brughmans, Ayla Debraekeleer, Pauline M. R. Bardet, Yvon Elkrim, Dagmar Lacroix, Maida Živalj, Ahmed E.I. Hamouda, Jo A. Van Ginderachter, Sofie Deschoemaeker, Damya Laoui

**Keywords:** dendritic cell, immunotherapy, breast cancer, Flt3L, combination therapies, lung cancer

## Abstract

Conventional dendritic cells (cDCs) are at the forefront of activating the immune system to mount an anti-tumor immune response. Flt3L is a cytokine required for DC development that can increase DC abundance in the tumor when administered therapeutically. However, the impact of Flt3L on the phenotype of distinct cDC subsets in the tumor microenvironment is still largely undetermined. Here, using multi-omic single-cell analysis, we show that Flt3L therapy increases all cDC subsets in orthotopic E0771 and TS/A breast cancer and LLC lung cancer models, but this did not result in a reduction of tumor growth in any of the models. Interestingly, a CD81^+^migcDC1 population, likely developing from cDC1, was induced upon Flt3L treatment in E0771 tumors as well as in TS/A breast and LLC lung tumors. This CD81^+^migcDC1 subset is characterized by the expression of both canonical cDC1 markers as well as migratory cDC activation and regulatory markers and displayed a Treg-inducing potential. To shift the cDC phenotype towards a T-cell stimulatory phenotype, CD40 agonist therapy was administered to E0771 tumor-bearing mice in combination with Flt3L. However, while αCD40 reduced tumor growth, Flt3L failed to improve the therapeutic response to αCD40 therapy. Interestingly, Flt3L+αCD40 combination therapy increased the abundance of Treg-promoting CD81^+^migcDC1. Nonetheless, while Treg-depletion and αCD40 therapy were synergistic, the addition of Flt3L to this combination did not result in any added benefit. Overall, these results indicate that merely increasing cDCs in the tumor by Flt3L treatment cannot improve anti-tumor responses and therefore might not be beneficial for the treatment of cancer, though could still be of use to increase cDC numbers for autologous DC-therapy.

## Introduction

For many cancer types chemotherapy is still the standard of care. Chemotherapy has recently been complemented with immune checkpoint inhibitors, but the response rates remain low, indicating the need for novel therapies (1). One strategy that has been suggested to improve anti-tumor immunity is to increase the influx of conventional dendritic cells (cDCs) into the tumor microenvironment (TME) by intervening at the very start of the immunity cycle. Besides kickstarting the immunity cycle locally in the tumor, tumor-infiltrating cDCs could then also serve as starting material for autologous cell therapies (2, 3).

To achieve this goal, Fms-like tyrosine kinase 3 ligand (Flt3L), a cytokine required for cDC and plasmacytoid dendritic cell (pDC) development, could be a valid candidate (4). Indeed, systemic treatment with Flt3L, leading to supraphysiological Flt3L levels, resulted in the expansion of cDCs and pDCs in the TME of mouse melanoma and reduced tumor growth when used in combination therapies (5, 6). While increasing cDCs in the tumor has an undeniable potential, the impact of systemic Flt3L treatment on the intra-tumoral DC phenotype has not yet been described in detail.

In the current study, we present an in-depth multi-omic single-cell analysis of the immune compartment in the murine TNBC model E0771, comparing untreated and Flt3L-treated setting, and confirm several findings in the TS/A breast cancer and Lewis lung cancer (LLC) model. Our results show that Flt3L indeed increases cDC abundance in the TME, but does not reduce tumor growth. Interestingly, Flt3L induces a CD81^+^ migratory cDC1 state that can drive Treg-differentiation. Administration of Flt3L therapy with αCD40 or αCD25 mAb therapies to respectively improve cDC activation or deplete Tregs did, however, not lead to added benefit, while the latter two synergistically reduced E0771 tumor growth.

## Results

### Flt3L therapy increases cDC numbers in the TME, but does not reduce tumor growth

To determine the optimal Flt3L regimen resulting in the highest numbers of cDCs in orthotopic E0771 breast tumors, 30 µg Flt3L or vehicle was administered daily for 6, 9 or 12 days before sacrifice (**Figure S1A**). The highest amount of tumor-cDCs was observed in the 9-day treatment schedule with a 20-fold, 4-fold and 3.6-fold increase in cDC1, cDC2 and pDCs, respectively (**Figures S1B, C**). This regimen was selected for all subsequent experiments. Flt3L treatment also increased cDCs in tumor-draining lymph nodes (tdLN), spleen and bone marrow (**Figures S1D–F**). We hypothesized that the increased numbers of cDCs may result in a higher amount of T cells in the TME. However, the increase in tumor-cDCs within CD45^+^ cells was accompanied by a relative reduction in myeloid cells including monocytes, macrophages and neutrophils, as well as CD8^+^ T cells (**Figure 1A**). Interestingly though, in E0771 tumors, the relative contribution of Tregs to the T-cell compartment significantly increased (**Figure 1B**). 

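Fms-like tyrosine kinase 3 ligand (Flt3L) is the cytokine on which DC precursors depend to divide and differentiate, so repeated injections raise the number of DCs that a tumor receives. What those DCs do can be read from the RNA of single cells, and antibodies that carry a DNA tag report the proteins on the surface of the same cells. CD45 is found on all leukocytes, so a sort on CD45 keeps the immune cells of a tumor and leaves out tumor cells and stroma. Mice with E0771 tumors received 30 µg Flt3L or vehicle per day for 9 days from day 12, and the tumors were collected on day 21. Each condition was 1 library from a pool of 3 tumors. The deposited annotation gave a label to 8489 cells of the vehicle library and 8614 cells of the Flt3L library. A labelled cell of the Flt3L library held a median of 5964.5 UMIs (distinct RNA molecules) from 1852 genes, and a median of 724 counts over 168 antibody tags. Shares of cell populations were compared between both libraries. RNA and protein levels of DC clusters and T-cell subsets come from the Flt3L library, since expression in the vehicle library was not analysed here. UMIs of a gene were summed over the cells of a cluster and divided by all UMIs of that cluster, and the result is given as CPM. Ranges in parentheses are exact 95% intervals, binomial for shares, Poisson for CPM and conditional Poisson for ratios. With 1 library per condition they cover counting error only. Variation between mice and the uneven spread of UMIs over cells are left out, and no p-value was computed. Gene positions are those of GRCm38 in GENCODE M21.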

To assess the activation state of immune cells upon Flt3L treatment, we performed cellular indexing of transcriptomes and epitopes by sequencing (CITEseq) of CD45^+^ cells sorted from end-stage E0771 tumors, treated with vehicle or Flt3L (**Figure 1C**). 

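Most leukocytes of a mouse tumor are macrophages and the blood monocytes they arise from, and DCs, T cells, NK cells, B cells and neutrophils make up the rest. Cells of a type share a set of transcripts, so cells can be grouped by their RNA and the groups named by known marker genes. Shares of populations add up to a fixed total, so a rise of some lowers the others. Macrophages were 47.0% of the labelled CD45+ cells with vehicle and 30.1% with Flt3L, a ratio of 0.639 (0.608 to 0.672). Macrophages with an interferon signature (Mac IFN) fell more than the other macrophage populations, to 0.393 times their share with vehicle (0.345 to 0.447), whereas the ratio for immature macrophages was 1.01 (0.911 to 1.12). Monocytes went from 31.4% to 27.3%, a ratio of 0.871 (0.824 to 0.921), and this direction reversed to 1.24 when they were counted against non-DC cells. Their clusters differed, with ratios among CD45+ cells of 3.16 for hypoxic monocytes, 0.778 for Mono, 0.557 for Mono IFN and 0.697 for Mono-NC. Against non-DC cells these were 4.48, 1.10, 0.790 and 0.989. Neutrophils fell from 2.29% to 0.720% (ratio 0.315, 0.233 to 0.421). T cells had a ratio of 0.613 (0.514 to 0.729) and NK cells a ratio of 0.642 (0.548 to 0.751). Against non-DC cells the ratio was 0.907 for macrophages, 1.43 for immature macrophages, 0.870 for T cells (0.729 to 1.04), 0.911 for NK cells (0.777 to 1.07) and 0.447 for neutrophils. The size of most falls thus depends on the denominator, and those of T cells and NK cells were then within counting error. B cells were few, with 39 cells in the vehicle library and 12 in the Flt3L library. Depth differed between populations, from a median of 1612 UMIs in neutrophils to 20256 in macrophages with Lyve1 expression (Mac Lyve1).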

Unsupervised clustering of the transcriptomic data resulted in 19 clusters, which were annotated based on canonical marker genes (**Figures 1C**, **S2A**). In line with the flow cytometry data, the percentages of cDC1, cDC2, migratory-DCs [migDCs, also termed mature DCs or mregDCs (7)] and to a lesser extent also pDCs, all increased in the FLT3L-treated tumors (**Figures 1D**, **S2B**). 

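DCs of a tumor differ in their tasks. cDC1 take up dying cells and present their antigens to CD8+ T cells, cDC2 present antigens mainly to CD4+ T cells, and pDCs release type I interferon. migDCs are mature DCs that carry the chemokine receptor CCR7 and can leave the tumor for the lymph node. cDC1 were 22 of the labelled CD45+ cells with vehicle, a share of 0.259% (0.162 to 0.392), and 336 with Flt3L, a share of 3.9% (3.50 to 4.33). The ratio of these shares was 15.1 (9.78 to 24.3). cDC2 went from 3.78% to 18.2%, a ratio of 4.82 (4.27 to 5.45). For migDCs the share went from 2.32% to 10.9%, a ratio of 4.69 (4.02 to 5.49). pDCs went from 0.471% to 1.36%, and their ratio of 2.88 (2.00 to 4.24) had an interval below that of cDC1 that overlapped that of migDCs. All DCs together rose from 6.83% to 34.4%, a ratio of 5.03 (4.60 to 5.51). Counted against non-DC cells, where the rise of DCs does not enter the denominator, the ratio was 6.84 for cDC2 and 6.65 for migDCs. The paper sets these shares beside its flow cytometry of E0771 tumors and states that all cDC populations, and pDCs to a lesser extent, increased with Flt3L (Fig. 1D, S2B).

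**Figure D1:**
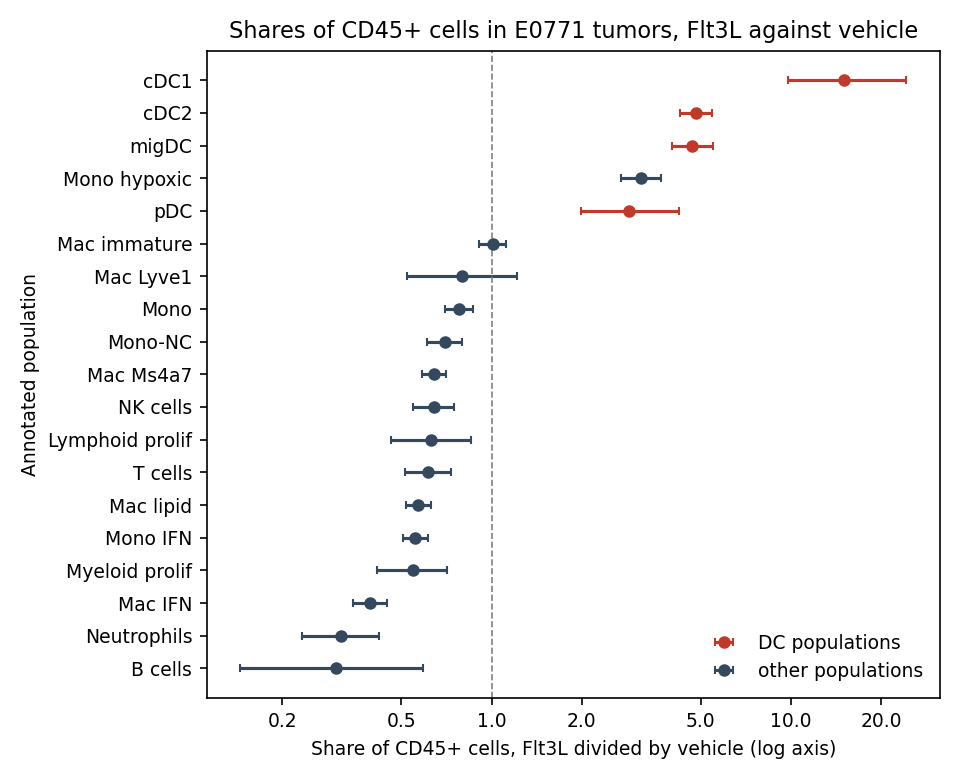
Ratio of the share of each annotated population among CD45+ cells, Flt3L to vehicle, on a log axis, with points for the ratio and bars for the exact 95% interval (counting error only, 1 library per condition). cDC1 lie at 15.1, cDC2 at 4.82, migDCs at 4.69 and pDCs at 2.88, and neutrophils lie at 0.315.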

To assess whether the increased amount of cDCs resulted in a stronger activation of T cells, we reanalyzed the T-cell compartment (**Figures 1E**, **S2C, D**). 

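CD8+ T cells kill tumor cells with granzymes, among them granzyme B (Gzmb), and release interferon γ (Ifng). Cd69 and Cd44 rise after a T cell meets its antigen. Tcf7 marks T cells that can still renew themselves, and Tox and Pdcd1 mark cells stimulated for long. In Flt3L-treated tumors, 41 cells carried the CD8+ T-cell label, with a median of 3548 UMIs. Ifng, on chromosome 10 from 118441046 to 118445892, had 35 UMIs in these cells, a level of 218 CPM (152 to 303). It was seen in 36.6% of CD8+ T cells (22.1 to 53.1) and in 0% of 611 monocytes of the Mono population, which should lack it and had a median of 5802 UMIs. When each cell was thinned to 1000 UMIs, with no CD8+ T cell and no monocyte left out, Ifng was seen in 17.1% of CD8+ T cells (7.15 to 32.1) and again in 0% of monocytes. Gzmb reached 4019 CPM (3715 to 4341) in CD8+ T cells and 8.31 CPM in the same monocytes. Cd69 was at 411 CPM (318 to 523) and Cd44 at 87.2 CPM (47.7 to 146), but monocytes also express both genes, at 196 and 768 CPM. Pdcd1 and Tcf7 each had 6 UMIs, which gives 37.4 CPM (13.7 to 81.4), and Tox had 4 UMIs, which gives 24.9 CPM (6.79 to 63.8).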

Apart from an increased expression of *Ifng*, the activation state of CD8^+^ T cells remained largely unaltered in tumors containing more cDCs (**Figures 1F**, **S2E**). Along the same line, CD4^+^Foxp3^-^ T cells expressed more *Ifng* and *Pdcd1*, but did not overtly change other activation markers, nor did the Tregs (**Figures S2E, F**). However, the relative abundance of Tregs within the T-cell compartment increased, similar to the prior observation via flow cytometry (**Figure 1E**). Consequently, the tumor growth of E0771 tumor-bearing mice treated with Flt3L was not different from vehicle-treated mice (**Figure 1G**).

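CD4+ T cells help other immune cells through cytokines, whereas Tregs, which depend on the transcription factor Foxp3, restrain them. PD-1, the product of Pdcd1, appears on T cells after contact with antigen. Activated Tregs carry CTLA-4, CD25 (Il2ra) and OX40 (Tnfrsf4), through which they compete with and sense other T cells. In Flt3L-treated tumors, 43 cells were labelled CD4+ T cells (median 3061 UMIs) and 89 cells Tregs (median 3572 UMIs). Foxp3, on chromosome X from 7573644 to 7595245, was at 326 CPM (273 to 387) in Tregs, and CD4+ T cells had 6 UMIs of it in 2 cells. Ifng was at 114 CPM (66.4 to 183) in CD4+ T cells and at 14.8 CPM (5.44 to 32.3) in Tregs. Pdcd1 was at 141 CPM (87.2 to 215) in CD4+ T cells and at 56.8 CPM (36.0 to 85.2) in Tregs. Tnfrsf4 was at 2761 CPM (2601 to 2927) in Tregs and 959 CPM (809 to 1130) in CD4+ T cells. Tregs also held Ikzf2 at 1390 CPM, Ctla4 at 849 CPM, Il2ra at 442 CPM, Klrg1 at 170 CPM, Lag3 at 133 CPM and Tox at 106 CPM. Ccr8 had 8 UMIs in Tregs, a level of 19.8 CPM (8.53 to 38.9), and Tcf7 had none, which sets a bound of 9.11 CPM. These levels are those of 1 arm, so the change from vehicle that the paper states for Ifng and Pdcd1 (Fig. S2E, F) was not computed.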

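Tregs limit the activity of CD8+ and CD4+ T cells against a tumor, so their proportion among T cells is often read as a measure of how far a tumor restrains the T cells it contains. A proportion can rise because Tregs become more numerous or because other T cells become fewer. The deposited T-cell annotation held 337 cells of the vehicle library and 208 of the Flt3L library. Tregs were 101 of these with vehicle, or 30.0% (25.1 to 35.2), and 42.8% (36.0 to 49.8) with Flt3L, a ratio of 1.43 (1.06 to 1.92). CD8+ T cells made up 21.4% and 19.7%, a ratio of 0.923 (0.613 to 1.37). For CD4+ T cells the shares were 22.3% and 20.7%, with a ratio of 0.929 (0.623 to 1.37). NKT cells made up 19.3% with vehicle and 12.0% with Flt3L, with a ratio of 0.623 (0.376 to 1.00). γδ T cells numbered 9 and 2. Without NKT cells and γδ T cells in the denominator, Tregs were 38.4% with vehicle and 49.2% with Flt3L. No interval is given for that setting, so a rise beyond counting error rests on the share among all T cells. Among labelled CD45+ cells, Tregs were 101 of 8489 with vehicle and 89 of 8614 with Flt3L, so they did not rise there. CD8+ T cells numbered 72 and 41, CD4+ T cells 75 and 43, and NKT cells 65 and 25. The rise of DCs also lowers such shares, and the number of Tregs per tumor was not measured here. The paper sets the share of Tregs among T cells beside its flow cytometry, and states that both increased (Fig. 1E).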

**Figure 1:**
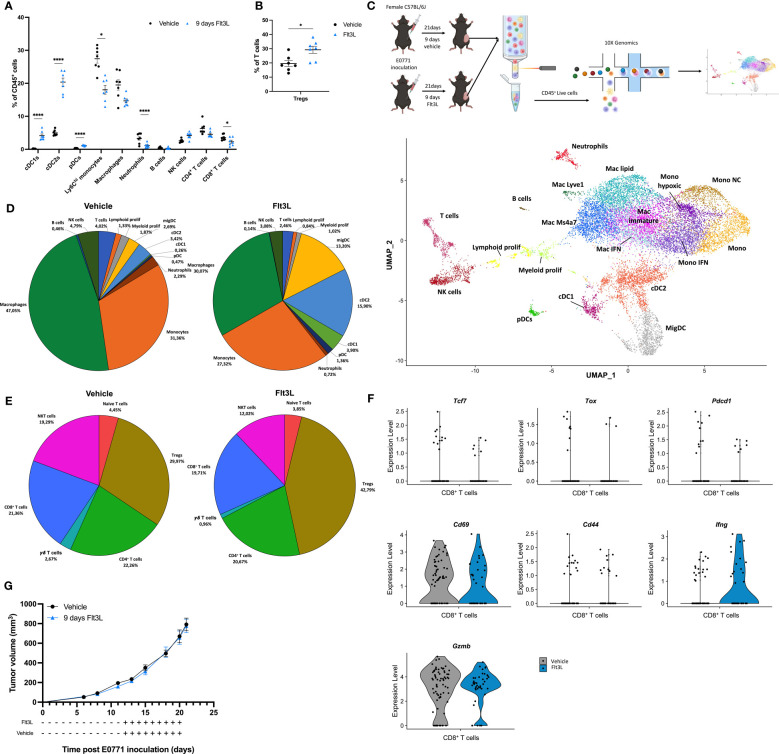
Flt3L treatment significantly increases DCs in the E0771 tumor microenvironment. **(A)** Frequency of immune populations within E0771 tumors treated for 9 days with vehicle or Flt3L. **(B)** Tregs expressed as percentage of T cells of E0771 tumors collected after 9 days of vehicle or Flt3L treatment. **(C)** Graphical representation of the experimental setup and UMAP plot of 9838 cells (vehicle) or 10341 cells (Flt3L) isolated from pools of 3 E0771 tumors at a volume of 789 ± 221 mm^3^ (vehicle) or 773 ± 116 mm^3^ (Flt3L). **(D)** Pie charts representing the frequency of distinct immune populations identified in **(C)**. **(E)** Pie charts of subclustered T-cell subsets from the CITE-seq dataset obtained in **(C)**. **(F)** Violin plots showing the expression of *Tcf7*, *Tox*, *Pdcd1*, *Gzmb*, *Cd69*, *Cd44* and *Ifng* in CD8^+^ T cells identified in **(C)**. **(G)** E0771 tumor growth upon 9 days of vehicle or FLt3L treatment. Representative data from 2 experiments (n=7). *, *P < 0.05*; ****, *P < 0.0001*.

### Flt3L therapy induces a CD81^+^migcDC1 activation state

Since Flt3L promotes hematopoietic progenitor commitment to the DC lineage as well as their survival and proliferation (4), one could hypothesize that the Flt3L-induced cDCs arriving in the TME represent a less mature state. However, after 9 days of Flt3L therapy, the expression of DC subset activation markers was not significantly different on DCs infiltrating vehicle-treated *versus* Flt3L-treated tumors, indicating that DCs in Flt3L-treated tumors had acquired a mature state (**Figure S3A**). 

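An immature DC takes up antigen, and danger signals then turn it into a mature DC that carries CD40, CD80 and CD86, the molecules with which it activates T cells. Mature DCs also carry PD-L1 (Cd274) and PD-L2 (Pdcd1lg2), which hold the same T cells in check. The levels of these genes therefore show how far the DCs of a tumor have matured. In Flt3L-treated tumors, Cd40 was at 444 CPM (424 to 464) in migDCs, 157 CPM (149 to 166) in cDC2 and 75 CPM (65.0 to 86.2) in cDC1. Inflammatory cDC2 (cDC2 inf) had 410 CPM of Cd40 (372 to 451), an interval that overlaps that of migDCs. Cd80 was at 160 CPM (148 to 172) in migDCs and at 22.9 CPM in cDC2. Cd83 was at 895 CPM in migDCs, 251 CPM in cDC1 and 249 CPM in cDC2. Cd86 differed less between them, with 248 CPM in migDCs, 196 CPM in cDC1 and 257 CPM in cDC2, and inflammatory cDC2 had the highest level, 497 CPM (456 to 542). Cd274 was at 408 CPM (389 to 428) in migDCs, 215 CPM in inflammatory cDC2, 126 CPM in cDC2 and 68.7 CPM in cDC1. Pdcd1lg2 was at 125 CPM in migDCs and 41.5 CPM in cDC2. Icosl followed another order, with 175 CPM (148 to 207) in non-canonical DCs, 62.4 CPM in cDC2 and 50.9 CPM in migDCs. The values are from Flt3L-treated tumors alone. From the lack of a significant difference between both arms, the paper concludes that DCs in Flt3L-treated tumors had become mature (Fig. S3A).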

Interestingly, a reclustering of the DC compartment revealed that Flt3L therapy has not only increased all known DC states, but also prominently induced a distinct DC cluster, characterized by the expression of *Fgfbp3, Laptm4b, Cd81, Scin*, as well as migDC (*Ccr7* and *Cd200*) and cDC1-associated genes (*Xcr1, Clec9a and Cd24a*) (**Figures 2A–C**, **S3B-D**). 

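A DC that matures gives up much of the gene program of its type and takes on that of a migrating cell, so what remains of the former can point to its lineage. XCR1 and CLEC9A are receptors of cDC1, CCR7 leads mature DCs to lymph vessels, and CD81 is a tetraspanin of the cell membrane. Of the DCs in the deposited DC annotation, 5 of 587 with vehicle carried the Cd81+migcDC1 label, a share of 0.852% (0.277 to 1.98), and 124 of 2994 with Flt3L, a share of 4.14% (3.46 to 4.92). The ratio was 4.86 (2.03 to 15.2). Over all CD45+ cells it was 24.4 for Cd81+migcDC1 (10.2 to 76.6), 14.8 for cDC1 (9.43 to 24.6), 6.26 for cDC2, 4.17 for migDCs, 2.87 for pDCs, 2.54 for inflammatory cDC2 and 1.92 for non-canonical DCs. Among DCs alone, cDC1 (2.95, 1.88 to 4.90) and cDC2 (1.25, 1.07 to 1.45) also rose, whereas migDCs (0.830, 0.709 to 0.977), pDCs (0.572, 0.388 to 0.860), inflammatory cDC2 (0.505, 0.372 to 0.694) and non-canonical DCs (0.381, 0.273 to 0.538) became a smaller part. In the Flt3L library, Fgfbp3, on chromosome 19 from 36917550 to 36919615, was at 332 CPM in Cd81+migcDC1 and 38.4 CPM in migDCs, a ratio of 8.65 (7.15 to 10.5). Laptm4b was 5.80 times (4.84 to 6.96), Scin 5.52 times (4.82 to 6.32) and Cd81 3.98 times (3.58 to 4.43) as high as in migDCs. Ccr7 was at 1938 CPM in Cd81+migcDC1, 2120 CPM in migDCs and 121 CPM in cDC1, and Cd200 was at 349, 546 and 13.5 CPM. Xcr1 had 19 UMIs in Cd81+migcDC1 and 4 in migDCs, a ratio of 20.4 (6.78 to 82.5), and reached 0.116 times its level in cDC1 (0.0692 to 0.183). Clec9a was 10.4 times as high as in migDCs (5.14 to 22.3) and 0.222 times as high as in cDC1 (0.147 to 0.325). Cd24a was 6.07 times (4.48 to 8.28) and 0.306 times (0.248 to 0.374) as high. Clec9a is a weak sign of cDC1 here, with 29.4 CPM in Cd81+migcDC1, 63.8 CPM in pDCs and 18.2 CPM in cDC2. The clusters were made on expression, so the genes that define Cd81+migcDC1 are high in it by construction. Of its 129 cells 96.1% came from the Flt3L library, as did 93.8% of cDC1, and its expression is that of this library. The paper describes it as a distinct cluster that Flt3L induced beside an increase of all known DC states (Fig. 2A–C, S3B–D).

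**Figure D2:**
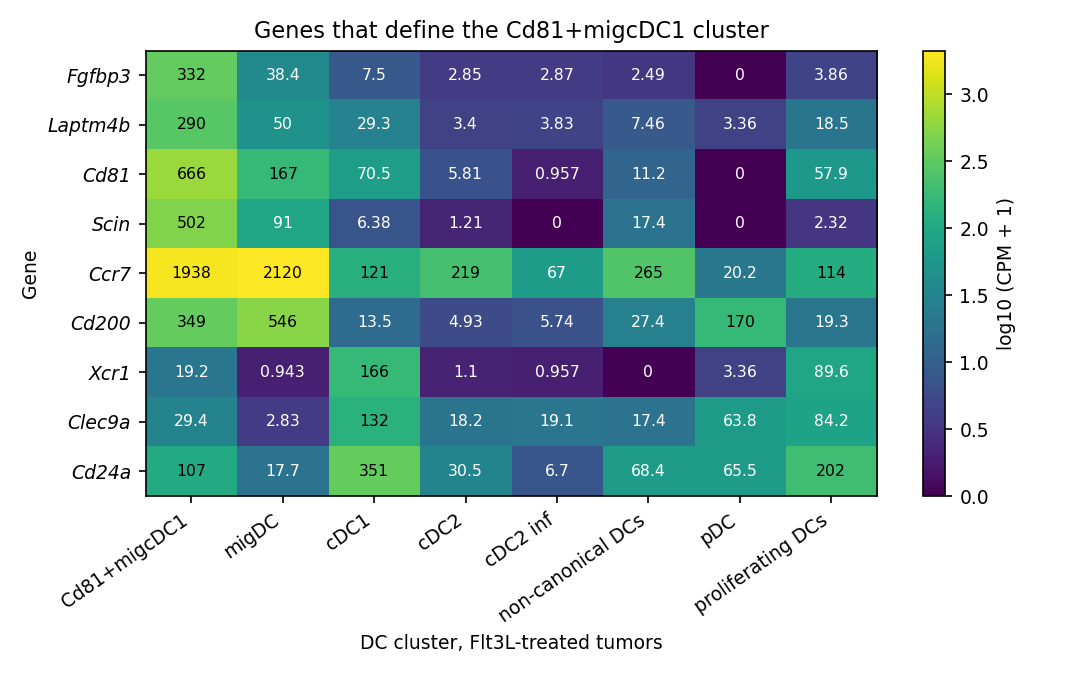
CPM of genes that define Cd81+migcDC1 (vertical axis) in the DC clusters of Flt3L-treated tumors (horizontal axis), with colors on a log10 scale. Fgfbp3, Laptm4b, Cd81 and Scin have their highest value in Cd81+migcDC1, Ccr7 is at 1938 CPM there and at 2120 CPM in migDCs, and Xcr1 is at 19.2 CPM against 166 CPM in cDC1.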

We therefore annotated this cluster as *Cd81* ^+^migcDC1. 

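Whether a cluster belongs to the migratory or to the cDC1 side can be judged from whole gene programs, which rest on more molecules than single markers. The cDC1 program includes the transcription factors Irf8 and Batf3 and the endosomal machinery for the antigens of dying cells. The program of mature DCs includes Fscn1, an actin-bundling protein, and the chemokines Ccl22 and Ccl5. The median log2 ratio of all genes with at least 50 CPM in either group and 30 UMIs over both was -0.04 against migDCs and -0.20 against cDC1. It is only a rough reference for the medians of gene lists, whose members needed 30 UMIs but not 50 CPM. Of 12 measured cDC1 genes, 6 were at least 2-fold higher in Cd81+migcDC1 than in migDCs and none was 2-fold lower (median log2 ratio 0.85). Batf3 was 1.39 times (1.2 to 1.61) as high as in migDCs, while Irf8 was 0.640 times (0.598 to 0.685) as high. Against cDC1, 16 of 20 cDC1 genes were at least 2-fold lower (median -2.37), among them Rab7b (0.0109 times, 0.00295 to 0.0279) and Naaa (0.0240 times, 0.0144 to 0.0376). Of 22 measured genes of mature DCs, 21 were at least 2-fold higher than in cDC1 (median 3.64), with Fscn1 67.4 times (53.0 to 87.0) and Cd63 39.5 times as high. Against migDCs, 22 of 24 genes of mature DCs differed by less than 2-fold (median -0.17), and Fabp5 and Ccl5 were lower, at 0.168 and 0.259 times the level in migDCs. Of the genes that Fig. 2C names, 33 of 34 measured genes on the Cd81+migcDC1 side were at least 2-fold higher in it. On the migDC side, 21 of 26 were at least 2-fold lower. The study chose these genes on the same cells, so their direction was given in advance and is no separate evidence. Among genes with at least 50 CPM in either cluster, the highest ratio to migDCs was that of Etnk2 (37.2, 16.0 to 106), followed by those of Fgfbp3 and Gclc (8.51, 6.04 to 12.1). Nupr1 (0.0438, 0.0244 to 0.0724), Il7r (0.113) and S100a4 (0.140) were among the lowest, as was Kctd14 with 1 UMI in Cd81+migcDC1 (0.0131, 0.00033 to 0.0733). The paper named the cluster after Cd81 and both programs.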

RNA velocity analysis further suggested that this *Cd81* ^+^migcDC1 population mainly originated from cDC1s upon Flt3L therapy (**Figure 2D**). 

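XCR1 binds a chemokine that activated CD8+ T cells and NK cells release, and CD24 is a surface glycoprotein, and both are used to gate cDC1 by flow cytometry. An antibody tag counts the protein itself, which can outlast its transcript. Antibodies without a target in the mouse, the isotype controls, give the background of unspecific binding. XCR1 took 0.192% of all tag counts of Cd81+migcDC1, 0.0159% of those of migDCs and 0.217% of those of cDC1. The share in Cd81+migcDC1 was 12.1 times that in migDCs (9.93 to 14.7) and 0.884 times that in cDC1 (0.761 to 1.03). The ratio to migDCs was 35.4 after subtraction of the isotype level and 2.36 by the median of centred log ratios. Per cell, XCR1 had a mean of 2.61 counts in Cd81+migcDC1, 0.191 in migDCs and 1.32 in cDC1. NK cells, as a type without XCR1, had 0.00961% of their tag counts on it. The isotype controls had a median of 0.0121% in Cd81+migcDC1, but the highest of them had 0.203%, above XCR1. CD24 took 2.26% of the tag counts of Cd81+migcDC1, 0.273% of those of migDCs and 4.46% of those of cDC1. This was 8.29 times the share in migDCs (7.89 to 8.71) and 0.507 times that in cDC1 (0.487 to 0.527). Per cell, CD24 had a mean of 30.9 counts in Cd81+migcDC1 and 27.3 in cDC1, so its order against cDC1 depends on whether total tag counts are divided out, and the median of centred log ratios gave a ratio of 1.03. Of the proteins of cDC2, CD11b (0.239 times) and CD172a (0.276 times) had a lower share in Cd81+migcDC1 than in migDCs.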

The intratumoral presence of CCR7^+^ CD81^+^ migDCs was further confirmed using flow cytometry (**Figure 2E**), and our CITEseq data confirmed the high expression of XCR1 and CD24 at the protein level on these cells (**Figure S3E**). Of note, two additional migDC populations were characterized as CCR7^high^XCR1^+^CD11b^low^CD81^-^ migcDC1s and CCR7^high^XCR1^-^CD11b^int-high^ migcDC2s (**Figure 2E**). Flow cytometry further confirmed that Flt3L therapy increased all DC subsets (**Figure S3F**), but only the CD81^+^migcDC1s increased within the CCR7^+^ DC compartment (**Figure 2F**). Interestingly, these findings could be recapitulated in other preclinical models such as in the TS/A breast cancer model and the Lewis lung carcinoma (LLC) model, where Flt3L therapy also increased the abundance of DCs in the TME (**Figured S4A, B**), but within the CCR7^+^ DC compartment, specifically increased CD81^+^migcDC1s (**Figures S4C–F**). In these models systemic Flt3L therapy also did not lead to a reduction in tumor growth (**Figures S4G, H**).

**Figure 2:**
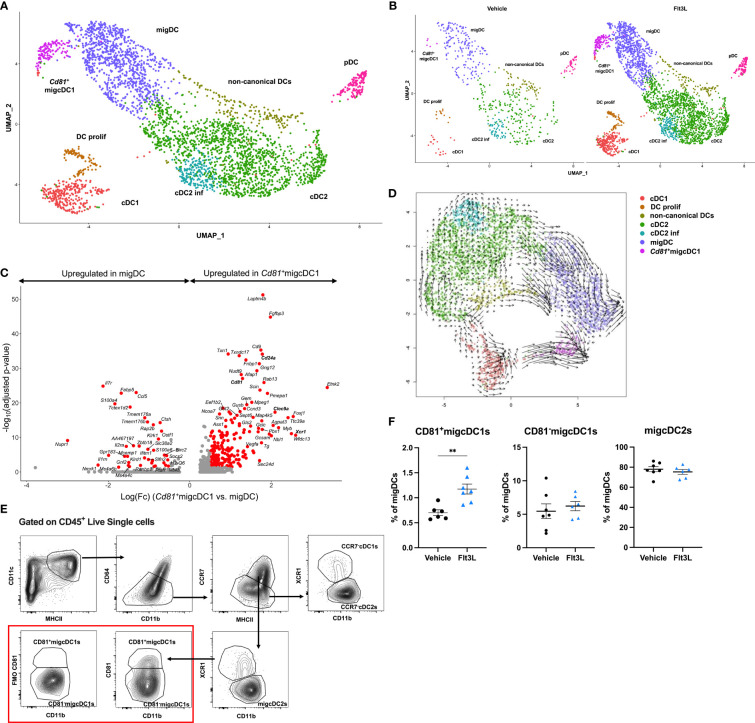
Flt3L therapy induces a CD81^+^migcDC1 activation status. **(A, B)** Merged **(A)** and split **(B)** UMAP plots of subclustered DCs from **Figure 1C**. **(C)** Volcano plot showing genes upregulated in *Cd81* ^+^migcDC1 and migDC with red dots representing significantly upregulated genes. **(D)** Velocity estimates projected onto the UMAP plot of **(B)** The arrows visualize the observed and extrapolated future states of the cells. **(E)** Gating strategy to identify different cDC subsets in E0771 tumors. **(F)** Percentages of CD81^+^migcDC1, CD81^-^migcDC1 and migcDC2 within migDCs. Representative data from 2 independent experiments (n=7). **, *P < 0.01*.

### Flt3L-induced tumor-associated CD81^+^migcDC1 are potent Treg inducers

To assess the potential functions of CD81^+^migcDC1, we performed gene ontology (GO) enrichment analysis on the differentially expressed genes in *Cd81* ^+^migcDC1 *versus* all other DC subsets. GO terms related to migration, such as “cell-cell adhesion” and “actin filament-based process”, were enriched for the upregulated genes, highlighting the migratory potential of *Cd81* ^+^migcDC1s (**Figures 3A**, **S5A**). 

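A migrating DC pulls itself along by building and taking apart actin filaments, and it holds on to and lets go of its surroundings through adhesion molecules such as integrins. Scin encodes an actin-severing protein, Rhoc a GTPase that steers the cytoskeleton, and Itgb2 and Itgax encode integrin chains. The median log2 ratio of all genes that passed the filters was -0.18 against all other DCs. The median of 40 genes of adhesion, actin and migration, written from general knowledge of these processes, was 0.31, higher than 99.7% of random lists of like expression. Of these genes, 12 were at least 2-fold higher in Cd81+migcDC1 than in all other DCs and 4 were at least 2-fold lower. Scin was 23.1 times (20.2 to 26.3) and Cd81 12.7 times (11.5 to 14.0) as high, whereas Itgb2 (0.0730, 0.0315 to 0.144) and Itgax (0.0612, 0.0166 to 0.157) were lower. Without the genes that the paper's figures also name, the median was 0.12. Against migDCs alone it was 0.04, with 33 of the genes within 2-fold. Of the genes that Fig. S5A names as higher, 38 of 39 were at least 2-fold higher, and all 44 that it names as lower were at least 2-fold lower, genes that the study chose on these cells. Fgfbp3 was 30.0 times (25.2 to 35.8), Laptm4b 16.0 times (13.7 to 18.8) and Txndc17 8.08 times (7.72 to 8.46) as high as in all other DCs. The ontology enrichment of the paper was not repeated. From it, the paper reasons that Cd81+migcDC1 have the potential to migrate (Fig. 3A).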

Flt3L-induced CD81^+^migcDC1s indeed expressed the highest levels of CD40, CD80 and PD-L1 compared to other infiltrating DCs in Flt3L-treated tumors (**Figures S5B–D**). Conversely, GO terms such as “leukocyte activation” and “positive influence on the immune response” were downregulated in *Cd81* ^+^migcDC1s, suggesting an immunosuppressive potential (**Figure 3B**). 

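Innate immune cells sense danger through Fc receptors, Toll-like receptors and their adaptors, such as Fcer1g, and respond with the oxidase of phagocytes (Cybb) and with lipid mediators (Alox5ap). Interferons turn on a further set of genes, among them Ifit3 and the chemokine Cxcl10. DCs use these programs while they sample tissue. Of 29 measured genes of innate leukocyte activation, 25 were at least 2-fold lower in Cd81+migcDC1 than in all other DCs and none was 2-fold higher, with a median log2 ratio of -1.84. Cybb was 0.0496 times (0.0277 to 0.0818), Alox5ap 0.0670 times (0.0485 to 0.0903) and Fcgr1 0.0659 times (0.0396 to 0.103) as high. Of 29 interferon response genes, 20 were at least 2-fold lower and none 2-fold higher (median -1.66). Ifitm6 was 0.0344 times (0.0215 to 0.0521), Ifit3 0.0795 times (0.0562 to 0.109) and Cxcl10 0.0957 times (0.0743 to 0.121) as high. In the same comparison, marker genes of monocytes fell by a like amount (median -1.78, with 7 of 10 genes at least 2-fold lower) and those of macrophages by less (median -1.15), so a fall is not particular to activation genes. Against migDCs the shift was smaller, with a median of -0.51 for innate activation, where 3 of 24 measured genes were at least 2-fold lower, and -0.38 for the interferon response. Fcer1g was 0.103 times as high as in all other DCs and 0.384 times (0.336 to 0.436) as high as in migDCs. Against cDC1 both medians were also below 0, at -1.09 and -0.68. Cd209a, a gene of cDC2, had 1 UMI in Cd81+migcDC1, a ratio of 0.00507 to all other DCs (0.000128 to 0.0283), and Cd7 had 4 UMIs (0.0261, 0.00711 to 0.0669). From the ontology terms of the genes with lower expression, the paper proposes an immunosuppressive potential of Cd81+migcDC1 (Fig. 3B).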

In the first instance, we scrutinized the potential interaction of *Cd81* ^+^migcDC1s with Tregs, as a putative immunosuppressive mechanism. 

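Il12b encodes the p40 chain that is shared by the cytokines IL-12 and IL-23, and DCs switch it on when they mature. IL-12 drives T cells towards interferon γ, and p40 on its own or in pairs can have other effects. Il12b lies on chromosome 11 from 44400063 to 44414033. In Flt3L-treated tumors it was at 981 CPM (921 to 1045) in Cd81+migcDC1, with 969 UMIs, and at 556 CPM (534 to 579) in migDCs. The ratio was 1.76 (1.64 to 1.90) to migDCs, 7.11 (6.60 to 7.65) to all other DCs and 374 (181 to 932) to cDC1, where Il12b had 7 UMIs. cDC2 had 32.9 CPM, and no UMI was found in inflammatory cDC2 (at most 3.53 CPM) or in pDCs. Il12b was seen in 79.0% of Cd81+migcDC1 (70.8 to 85.8) with a median of 7329.5 UMIs per cell, in 43.1% of migDCs with a median of 5083 UMIs, and in 0.755% of NK cells, which should lack it, with a median of 6846 UMIs. After each cell was thinned to 2000 UMIs, which left out 36 migDCs, 4 NK cells and no Cd81+migcDC1, these shares were 56.5%, 34.0% and 0.383%, and the log2 ratio to migDCs was 1.00 in place of 0.81. Of all 3844 UMIs of Il12b in labelled cells, migDCs held 61.4%, Cd81+migcDC1 25.2% and cDC2 7.80%.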

Interestingly, Flt3L-induced *Cd81* ^+^migcDC1 expressed high levels of *Il12b* (**Figures 3C**, **S5A**), a feature that was previously linked with CCR7^+^ DCs that have the potential to interact with Tregs (8). In addition, *Cd81* ^+^migcDC1 also expressed high levels of *Ccl22*, which has been shown to promote the interaction with Tregs (9) and CCL22 was also increased at the protein level in the tumor upon 9 days of Flt3L treatment (**Figures 3D**, **S5A, E**). 

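CCL22 is a chemokine of mature DCs that binds CCR4, a receptor found on most Tregs, and so brings Tregs into contact with the DC. Its gene, Ccl22, lies on chromosome 8 from 94745590 to 94751699. Ccl22 was at 610 CPM (562 to 660) in Cd81+migcDC1 and 319 CPM (302 to 337) in migDCs of Flt3L-treated tumors, a ratio of 1.91 (1.73 to 2.10). Against all other DCs the ratio was 7.42 (6.75 to 8.15), and against cDC1 it was 29.5 (22.4 to 39.7). It was seen in 77.4% of Cd81+migcDC1 (69.0 to 84.4), 45.5% of migDCs and 1.51% of NK cells, at the depths given for Il12b. At an equal depth per cell the shares were 52.4%, 29.6% and 0%, and the log2 ratio to migDCs fell from 0.92 to 0.61. Of the 2352 UMIs of Ccl22, 57.6% were in migDCs, which are the more numerous cluster, and 25.6% in Cd81+migcDC1. CCL22 protein in the tumor was measured by another assay (Fig. S5E). The paper cites earlier work that linked Il12b to CCR7+ DCs with the potential to interact with Tregs, and other work in which Ccl22 promoted that interaction.

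**Figure D3:**
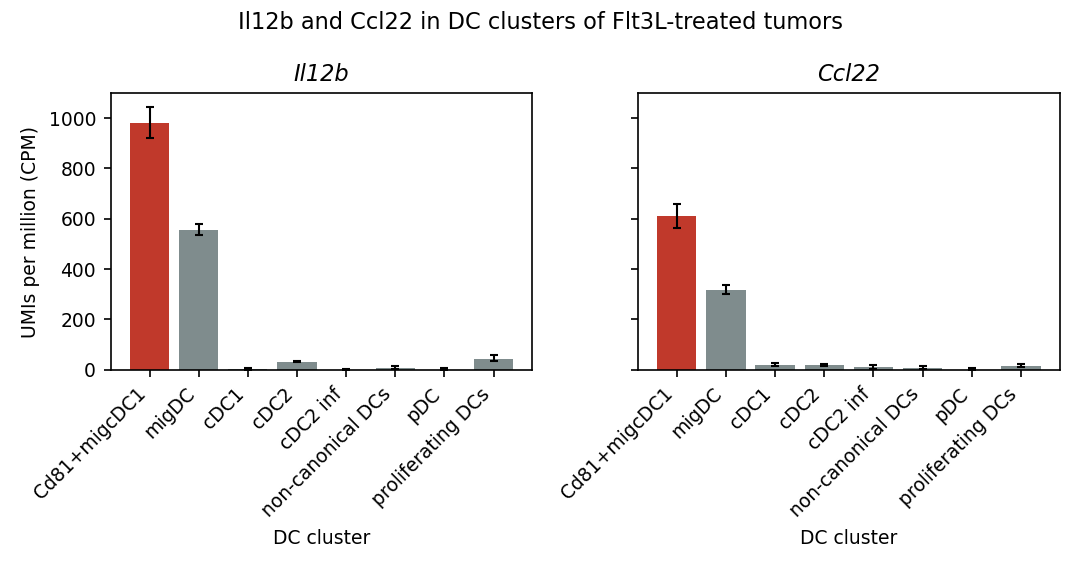
CPM of Il12b (left) and Ccl22 (right) in each DC cluster of Flt3L-treated tumors, with bars for the level and lines for the exact 95% Poisson interval (counting error only). Il12b is at 981 CPM in Cd81+migcDC1 and 556 CPM in migDCs, and Ccl22 at 610 and 319 CPM.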

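A DC acts on a T cell through ligands that bind a receptor on the T cell. Cd70 costimulates T cells through CD27, Il15 maintains CD8+ T cells and NK cells, Vegfa promotes vessel growth and can act on T cells, and Pdcd1lg2 encodes PD-L2. The level of such ligand genes shows which signals a DC cluster could send, but not whether a T cell receives them. In Flt3L-treated tumors, Vegfa was at 52.7 CPM in Cd81+migcDC1 and 9.43 CPM in migDCs, a ratio of 5.59 (3.63 to 8.66). Cd70 was at 107 CPM in Cd81+migcDC1 and 54.2 CPM in migDCs, a ratio of 1.98 (1.56 to 2.5), and no UMI of it was found in cDC1. Il15 (1.30, 1.02 to 1.65) was slightly higher than in migDCs, and Gmfb (1.14, 0.817 to 1.55) and Pdcd1lg2 (1.13, 0.927 to 1.36) did not differ from migDCs beyond counting error. Among ligand genes more typical of migDCs in Fig. S5F, Il1rn (0.131, 0.0796 to 0.204), Ccl5 (0.259, 0.252 to 0.265) and Cxcl16 (0.686, 0.640 to 0.736) were lower in Cd81+migcDC1, and Ebi3 was at 0.808 (0.619 to 1.04). The study assigned each ligand to the DC subset with its highest expression in these data. The direction of these ratios was therefore largely set by that choice, and only their size is added here.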

NicheNet predicted multiple interactions between all tumor-infiltrating DC subsets and Tregs, however, the *Cd81* ^+^migcDC1 showed the strongest evidence of actual interaction (**Figures S5F, G**). Most importantly, when culturing naive T cells with either CD81^+^migcDC1s or other migDCs (composed of CD81^-^migcDC1s and migcDC2s) sorted from Flt3L-treated tumors, the CD81^+^migcDC1s showed a trend to more potently drive the differentiation of naive T cells into Tregs (**Figure 3E**). However, when blocking CCL22 in the cocultures, the number of induced Tregs was not altered, indicating that CCL22 is not the mediator of the Treg-promoting capacity of CD81^+^migcDC1s and other migDCs *in vitro* (**Figure S5H**). Importantly, CD81^+^migcDC1s and other migDCs isolated from vehicle-treated mice could induce Tregs to the same extent as CD81^+^migcDC1s and other migDCs isolated from FLt3L-treated mice (**Figure 3E**). Together, these data demonstrate that Flt3L treatment does not alter the Treg-inducing capacity of CCR7^+^ DCs, but increases the abundance of the DC populations with Treg-inducing capacities.

**Figure 3:**
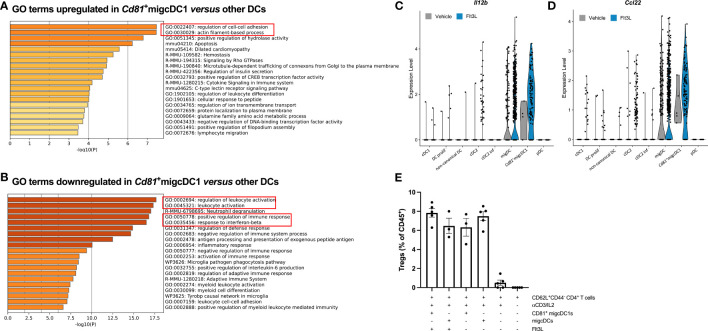
Flt3L-induced tumor-associated CD81^+^migcDC1 are potent Treg inducers. **(A, B)** Gene ontology analysis of differentially upregulated **(A)** or downregulated **(B)** genes in *Cd81* ^+^migcDC1 *versus* all other DCs from **Figure 2A**. **(C, D)** Violin plots of *Il12b* **(C)** and *Ccl22* **(D)** in DC subsets from **Figure 2A**. **(E)** Percentage of Tregs within CD45^+^ cells after coculture of sorted CD81^+^migcDC1 and migDCs (CD81^-^migcDC1 and migcDC2) derived from vehicle or Flt3L-treated animals with naive CD44^-^CD62L^+^CD4^+^T cells. Representative data from 2 independent experiments.

### Flt3L therapy does not improve the αCD40-mediated reduction of tumor growth

We next wondered whether CD81^+^migcDC1s could be turned into T-cell stimulating cells. αCD40 agonist therapy has been reported to potently trigger the T-cell activating potential of DCs (10). When analyzing the E0771 TME shortly (48h) after αCD40 therapy, CD81^+^migcDC1s indeed displayed higher levels of CD80 (**Figures 4A, B**). In addition, while the percentage of DCs within tumor-infiltrating CD45^+^ cells was lower in αCD40-treated tumors, the contribution of CD81^+^migcDC1s to the overall DC pool increased (**Figures 4C**, **S6A, B**), suggesting that αCD40 further induced cDC1 to adopt an activated migcDC1 state as has been shown in other tumor models (10). Indeed, CD81^+^migcDC1s were more numerous in Flt3L+αCD40-treated tumors compared to Flt3L-treated tumors (**Figure S6B**). It could then be anticipated that the expansion of cDCs by Flt3L, including CD81^+^migcDC1s, in combination with their activation by αCD40 would result in a better anti-tumor immune response. However, while αCD40 therapy significantly reduced E0771 tumor growth, Flt3L did not provide any additional therapeutic benefit (**Figure 4D**). To understand why Flt3L did not improve the therapeutic effect mediated by αCD40, we assessed the T-cell infiltrate in the TME 48h after αCD40 therapy. While the infiltration of CD8^+^ T cells was not altered, αCD40 therapy decreased the percentages of Tregs (**Figures S6C, D**). However, Tregs partly recovered to normal levels in tumors treated with Flt3L+αCD40 and significantly increased in comparison to αCD40 monotherapy (**Figure S6D**), suggesting that the Flt3L-mediated expansion of the Treg-inducing CD81^+^migcDC1s could be involved in this phenomenon. Notably, CCL22 levels were also increased in the tumor supernatants 48h after αCD40 monotherapy and further increased in αCD40+Flt3L-treated tumors (**Figure S6E**). Based on these findings, we wondered whether depleting Tregs would uncover a putative beneficial effect of Flt3L on anti-tumor immunity. Treg depletion using αCD25 mAb indeed synergized with αCD40 and significantly prolonged E0771 survival, but Flt3L therapy did not further improve the response to αCD25+αCD40 therapy (**Figures 4E, F**). These results suggest that besides Tregs, other factors in E0771 are mediating the lack of therapeutic benefit of Flt3L treatment.

**Figure 4:**
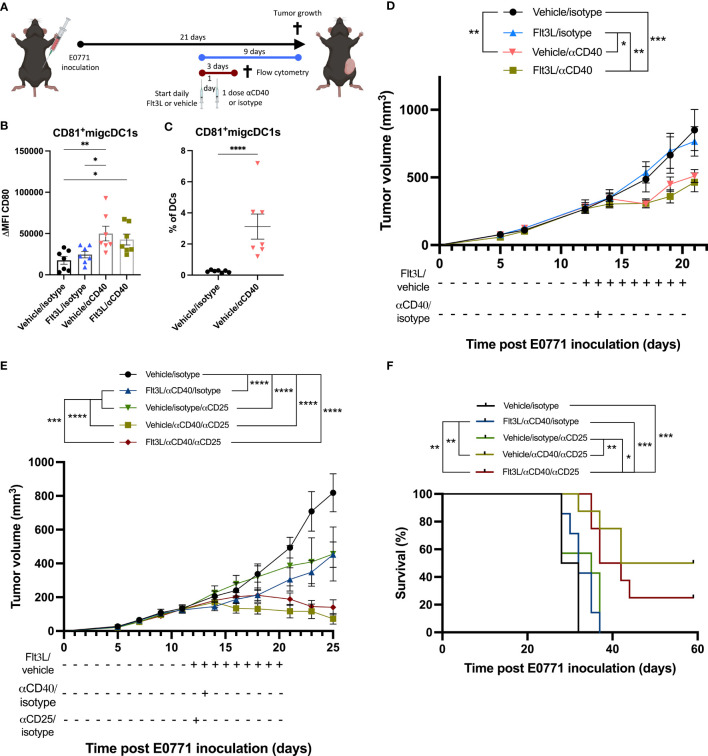
Flt3L therapy does not improve the αCD40-mediated tumor-growth reduction. **(A)** Graphical representation of the experimental design. **(B)** Delta mean fluorescence intensity (ΔMFI) of CD80 in CD81^+^migcDC1 two days after αCD40 as depicted in **(A)**. **(C)** Percentage of CD81^+^migcDC1 within DCs two days after αCD40 as depicted in **(A)**. **(D)** E0771 tumor growth upon Flt3L+αCD40 therapy. **(E, F)** Tumor growth **(E)** and survival **(F)** of E0771 tumor-bearing mice treated with Flt3L +αCD40+αCD25. *, *P < 0.05*; **, *P < 0.01*; ***, *P < 0.001*; ****, *P < 0.0001*.

## Discussion

To improve breast cancer therapy, we hypothesized that kickstarting the immunity cycle by increasing tumor DC numbers could be beneficial. Several cytokines have been shown to increase cDC numbers including GM-CSF, Flt3L, XCL1, CCL4, CCL5 or CCL20 (11, 12). Nonetheless, GM-CSF, CCL4, CCL5 and CCL22 have a more pleiotropic effect on not only the myeloid cell compartment, but also for example, epithelial cells, endothelial cells and fibroblasts (13–16). On the other hand, XCL1 is more specific for cDC1 attraction, while both cDC1 and cDC2 have been shown to be relevant for anti-tumor immunity (10, 17). In contrast, Flt3L has been shown to increase both cDC1 and cDC2 and the impact on other cell types is limited to immune cell populations. Indeed, also pDCs, NK cells, B cells, monocytes, red pulp macrophages, granulocytes and innate lymphoid cells have been shown to expand upon Flt3L treatment (18–22). In addition, systemic Flt3L therapy has already been evaluated in patients and has a good safety profile. In these patients, a clear increase in the cDC compartment in the blood is observed and results in an enhanced CD8^+^ T-cell response in response to DC targeting vaccines (23). In addition, a window of opportunity trials is ongoing to also evaluate intratumoral cDCs upon treatment with Flt3L with or without CD40 agonist therapy (NCT04536077).

Nonetheless, the effect of Flt3L on the immune compartment has so far been mainly evaluated in non-tumor bearing mice and the impact of systemic Flt3L treatment on tumor DCs and tumor growth is still debated. Indeed, Salmon et al. have shown an increase in cDC1 and cDC2 in the tumor and an expansion of DC progenitors in bone marrow, blood and tumor upon Flt3L treatment in a B16 melanoma model (5). In addition, this resulted in a reduction in tumor growth. In contrast, upon systemic Flt3L treatment, Solheim et al. and Furumoto et al. did not identify changes in tumor DCs numbers, despite increases in DCs in the spleen (12, 24). In line with this, Flt3L treatment did not impact on tumor growth in respectively the cl-66 breast cancer model and the CT26 colorectal cancer model. In addition, Esche et al. observed an increase in DCs in the B16 melanoma and EL-4 lymphoma models, but not in the CL-8 melanoma model, while all three models showed a reduced tumor growth upon Flt3L treatment (25). This highlights the need for (1) an evaluation of tumor growth upon Flt3L treatment in different tumor models and (2) a more comprehensive analysis of cDC subsets in the tumor upon Flt3L treatment.

Therefore, in the current study, we have treated mice carrying 3 different tumor models (two orthotopic breast cancer models: E0771 and TS/A and the LLC lung cancer model) with Flt3L. In addition, in contrast to the previous studies, where Flt3L treatment was initiated either at tumor inoculation or at palpable tumor stage, we initiated Flt3L treatment when the tumor volume was approximately 100-200 mm^3^, a tumor volume more relevant for therapeutic interventions. Our results show is that in this context, systemic treatment with Flt3L does not reduce tumor growth in any of the tumor models tested. Therefore, the use of Flt3L as therapeutic agent in monotherapy will likely not provide any benefit for cancer patients.

One of the limitations of the above-mentioned studies evaluating DCs in the tumor is the lack of identification of different cDC subsets. Indeed, the studies described above do not take in account the full complexity of the cDCs within the TME with the presence of cDC1, cDC2, but also migDCs, a cDC-state by its expression of *Ccr7* and *Cd200* which has been attributed both antitumoral and immunoregulatory characteristics (7, 10, 26). In contrast to the lack of impact of Flt3L treatment on tumor growth, our results show that systemic Flt3L treatment increases both cDC1 and cDC2 in the tumor in all tumor models. Similarly to what has been shown in other models, cDC1s were in all models more responsive than cDC2s to Flt3L treatment (5). However, the response of pDCs to Flt3L treatment, which have been shown to also be induced upon Flt3L treatment (27), was only significantly increased in the E0771 and LLC tumor models and not the TS/A tumor model. Interestingly, while all cDC clusters increased upon Flt3L treatment, our attention was drawn to a distinct population of CD81^+^migcDC1s which was most prominently induced upon Flt3L treatment. A similar population, termed mDC1, has recently been identified in murine fibrosarcoma and was significantly reduced in Batf3 knock-out mice (28), corroborating our findings that CD81^+^migcDC1s originate from cDC1s. Indeed, also in flow cytometric analysis CD81^+^migcDC1s could be identified by their distinct expression of CD81 and XCR1 and were significantly increased upon Flt3L treatment in the E0771, TS/A and LLC tumor models. CD81 is a tetraspanin that was shown to be required for the formation of lamellipodia formation and DC migration and that is located at the immune synapse between T cells and DCs during their interaction (29, 30). Hence, CD81 could be involved in the interaction between CD81^+^migcDC1s and Tregs. While CD81^+^migcDC1s showed the strongest increase within the DC compartment upon Flt3L therapy, a specific targeting of these DCs, to unequivocally prove their regulatory role in the TME, is not feasible yet. Indeed, while CD81 is highly expressed on CD81^+^migcDC1s, it can also be expressed on cancer cells and other immune cells, such as Tregs and CD11b^+^GR1^+^ cells (31). Consequently, full body CD81 knock-out mice (31) or anti-CD81 antibodies (32) will not provide functional information on the role of CD81^+^migcDC1s.

Despite the increases in cDCs, CD8^+^ T-cells were not induced. Thereto, in the E0771 breast cancer model, we evaluated the T-cell compartment more in detail and observed a shift towards Tregs within the CD4^+^ T-cell population. Suggesting a potential immunosuppressive mechanism hampering the induction of an anti-tumor immune response.

Interestingly, our data show that both migDCs and CD81^+^migcDC1s derived from vehicle and Flt3L-treated animals had a Treg-inducing potential. However, due to their significant increases in the tumor upon Flt3L treatment, the shift towards Tregs could be mediated via the increase in CD81^+^migcDC1s and migDCs as has previously been shown in the context of autoimmunity (33, 34). This could in part be mediated via the increased CCL22 levels detected in the tumor supernatants upon Flt3L treatment. Indeed, it has previously been shown that tumor CCL22 can result in Treg attraction to the tumor and that CCL22 promotes DC-Treg interactions (9, 35). In addition, CITE-seq analysis also showed an increase in CCL22 expression in CD81^+^migcDC1s upon Flt3L treatment and could together with the CCL22 expression observed in migDCs be the cause of the increased CCL22 observed in the E0771 tumor supernatants. Indeed, CITE-seq analysis would suggest that CCL22 is only produced by migDCs and not by other DCs. However, the Treg-inducing potential of migDCs and CD81^+^migcDC1s could not be blocked by CCL22 inhibition. Nonetheless, while this excludes a function of CCL22 in the *in vitro* induction of Tregs by migDCs and CD81^+^migcDC1s, it does not exclude a potential function *in vivo* in the recruitment of Tregs to the tumor and suggests multiple mechanisms of action could be at play by which migDCs and CD81^+^migcDC1s induce Tregs in the tumor. Indeed, next to the alterations in CCL22, DCs could potentially also be immunoregulatory via other mechanisms such as for example the IL-2 dependent induction of Treg-proliferation by DCs, DC mediated production of IL-10, retinoic acid, IDO or TGFb (33, 36).

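A chemokine can be made by a few cells of 1 type or by many cells at a low level, and single-cell counts separate the cases. Free RNA in the suspension puts some UMIs of a strongly expressed gene into droplets of every cell type, so the level in cells that cannot make the chemokine sets the background. In the full annotation of Flt3L-treated tumors, where Cd81+migcDC1 carry the migDC label, Ccl22 was at 374 CPM (358 to 391) in migDCs and was seen in 49.7% of them (46.5 to 53.0). It was at 20.3 CPM (15.6 to 25.9) in cDC1, 17.8 CPM (15.4 to 20.5) in cDC2 and 2.32 CPM (0.754 to 5.42) in NK cells. In the DC annotation, 301 cDC1 had a UMI of Ccl22 in 5.98% of cells (3.58 to 9.29) at a median of 8259 UMIs per cell, and 1309 cDC2 in 6.04% (4.81 to 7.47) at a median of 6675, against 1.51% of NK cells (0.413 to 3.82). Thinned to 2000 UMIs per cell, which left out 2 cDC1 and 6 cDC2, the shares were 3.01% of these cDC1 (1.39 to 5.64), 2.38% of these cDC2 (1.62 to 3.36) and 0% of NK cells (0 to 1.4). pDCs had no UMI in the full annotation, which leaves at most 4.91 CPM. Macrophages and monocytes lay between 1.04 and 9.97 CPM. B cells had 7 UMIs in 2 of their cells. By the DC annotation, cDC1 held 2.34%, cDC2 7.61% and cells outside it 5.31% of all UMIs of Ccl22 in labelled cells. Droplets that held more than 1 cell (doublets) and maturing cells under the cDC1 and cDC2 labels were not left out. A deposited doublet score of at least 0.5 was found for 5.32% of cDC1, 5.27% of cDC2 and 17.4% of NK cells. Ccr7 was seen in 12.0% of cDC1, 19.3% of cDC2 and 7.92% of NK cells. The paper proposes from the expression of Ccl22 that migDCs are the only DCs that produce CCL22, and names Cd81+migcDC1 together with them as a possible source.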

In addition, in E0771 TNBC tumors, we also observed high expression of PD-L1 in CD81^+^migcDC1, CD81^-^migcDC1 and migcDC2. To understand if an increase in these immunosuppressive mechanisms could be circumvented via an increased DC activation, Flt3L treatment was combined with CD40 agonist. Importantly, while Flt3L was shown to work synergistically with αCD40 in lung cancer (37), in E0771 breast cancer, Flt3L failed to improve the therapeutic response of αCD40 therapy. While we indeed showed increased cDC activation upon CD40 agonist treatment, we also observe a significantly increased expansion of CD81^+^migDC1s in mice treated with both Flt3L and CD40 agonist and this despite the early time point at which the tumors were evaluated. In addition, at the same time point, CCL22 levels were also significantly increased upon combination treatment coinciding with the increased presence of CD81^+^migDC1s. Furthermore, while Tregs at this time point are not yet increased upon Flt3L monotherapy, Tregs are significantly increased in E0771 tumors treated with the combination therapy in comparison to CD40 agonist-treated tumors.

To then understand if depleting Tregs could result in a synergistic effect in combination with Flt3L and CD40 agonist, E0771-tumor bearing mice were treated with Flt3L, CD40 agonist and anti-CD25 to deplete Tregs. Notably, Treg depletion and αCD40 therapy were synergistic, but the addition of Flt3L to this combination did not result in any added benefit. These results therefore suggest that the induction of Tregs is likely not the cause of the lack of anti-tumor immunity induced by the Flt3L-mediated increase in tumor cDCs. Alternatively, pDCs have also been shown to be suppressed by the TME and act to suppress anti-tumor immunity via Treg-activation (38). Therefore, these cells might also play a role in the immunosuppressive TME, nonetheless, the lack of increase in pDCs in the TS/A tumor model would suggest that pDCs are not the major contributing factor preventing an anti-tumor effect of Flt3L therapy and other mechanisms are also at play.

Overall, our data show that Flt3L treatment, while very effective in increasing intra-tumoral cDCs, is not able to induce anti-tumor immunity and reduce tumor growth. Therefore, while Flt3L treatment may be less promising as cancer therapy, it is still very attractive to increase the number of cDCs in the tumor, which could then be isolated for autologous cell-therapies (2).

## Materials and methods

### Mice

Female C57BL/6 and Balb/c mice were purchased from Janvier. All procedures followed the guidelines of the Belgian Council for Laboratory Animal Science and were approved by the Ethical Committee for Animal Experiments of the Vrije Universiteit Brussel (license 18-220-16, 19-220-33, 20-220-15, 20-220-17, 21-220-33, 23-220-03, 23-220-13, 23-220-21, 23-220-22).

### Tumor model

E0771 cells (ATCC) were cultured in DMEM (Gibco) supplemented with 10% (v/v) heat-inactivated fetal calf serum (FCS; Capricorn), 300 μg mL^−1^ L-glutamine (Gibco), 100 units mL^−1^ penicillin and 100 μg mL^−1^ streptomycin (Gibco). 5x10^5^ E0771 cells resuspended in 50 µL 50% (v/v) growth-factor reduced Matrigel (Corning)/HBSS (Gibco) were injected orthotopically in the fourth inguinal mammary fat pad. TS/A cells (provided by Dr. Vincenzo Bronte (Istituto Oncologico Veneto, Padova, Italy)) were cultured in supplemented (abovementioned) RPMI (Gibco). 10^6^ TS/A cells resuspended in 50 µL HBSS were injected orthotopically in the fourth inguinal mammary fat pad of Balb/c mice. LLC cells (ATCC) were cultured in supplemented (abovementioned) DMEM. 10^6^ LLC cells resuspended in 100 µL HBSS were injected subcutaneously in the right flank of C57BL/6 mice. Tumor volumes were monitored with caliper measurements and calculated using the formula: V = π × (d^2^ × D)/6, where D is the longest diameter and d the shortest diameter.

### Treatments

After randomization based on tumor volume, mice were injected intraperitoneally (ip) with 30 µg recombinant Flt3L (BioXCell - BE0098) or vehicle (HBSS) daily for 12, 9, or 6 days till sacrifice for E0771, 9 days till sacrifice for TS/A and 7 days till sacrificed for LLC. For CD40 agonist treatments, a single dose of 100 μg of CD40 (clone: FGK4.5; BioXCell) agonist antibody or rat IgG2a isotype control (clone 2A3; BioXCell) was administered ip. For Treg-depletions, a single dose of 20 μg of αCD25 (ONCC4, kindly provided by Oncurious) or mouse IgG2a isotype control (clone C1.18.4; BioXCell) was administered ip.

### Tissue dissociation

Tumors, tumor-draining lymph nodes, spleens and bone marrow were collected as previously described (2, 10).

### Flow cytometry and cell sorting

Cells were labeled for flow cytometry analysis as previously described (10) and labeled with the antibodies listed in **Supplementary Table 1**. Flow cytometry was performed on BD FACSymphony A3 or BD FACSCanto.

Prior to DC sorting, tumor single cell suspensions were loaded in a Lymphoprep™ gradient to enrich mononuclear lymphocytes. After incubation with rat anti-mouse CD16/CD32 in FACS buffer for 10 min on ice and incubation with PerCP-Cy5.5 – CD11b, PE – CD81, PE Texas Red – CD64, PeCy7 – CCR7, FITC – MHCII, APC-Cy7 – CD11c and APC – XCR1 diluted in FACS buffer for 20 min at 4°C. Naive CD4^+^ T cells were sorted from splenocytes after incubation with rat anti-mouse CD16/CD32 in FACS buffer for 10 min on ice and incubation with PerCP-Cy5.5 – CD62L, PE – CD4, FITC – CD44 and APC – TCRb diluted in FACS buffer for 20 min at 4°C. Cells were sorted with a BD FACSAria™II or with a Cytek Aurora CS.

### Coculture cDCs and naive CD4 T-cells

10^5^ splenic CD44^-^CD62L^+^CD4^+^ T cells from naive mice were cultured with either 3000 CD81^+^migcDC1s or 3000 CD81^-^migDCs (CD81^-^migcDC1s and migcDC2s) from Flt3L-treated or vehicle-treated tumors for 5 days in RPMI 1640 (Gibco) supplemented with 10% (v/v) heat-inactivated FCS (Gibco), 300 μg mL^−1^ L-glutamine (Gibco), 100 units mL^−1^ penicillin, 100 μg mL^−1^ streptomycin (Gibco), 1 mM non-essential amino acids (Invitrogen), 1 mM sodium pyruvate (Invitrogen) and 0.02 mM 2-mercapto ethanol (Invitrogen). T-cell differentiation was initiated in respective wells with 5 ng ml^-1^ murine IL-2 (Biolegend) and 1 µg mL^-1^ anti-CD3 (clone 145-2C11, BD Biosciences) on day 2 and day 4. To inhibit CCL22, anti-mouse CCL22/MDC polyclonal antibody (2 μg mL^−1^) (R&D systems) was administered to the respective wells.

### Single cell RNA-seq/CITE-seq

Tumor-bearing mice were treated at day 12 after E0771 inoculation and treated for 9 consecutive days with vehicle or Flt3L. Similarly sized tumors collected at day 21 after tumor inoculation were pooled from three mice/condition. The regular tissue processing procedure was followed, with the addition of actinomycin D (ActD, Sigma-Aldrich, A1410-5MG) to each buffer. Tumor collection was performed in 30 µM ActD, enzyme incubation and subsequent filtering in 15 µM ActD, and all other steps in 3 µM ActD. 10^6^ cells were stained with anti-CD45 APC-Cy7 (1:50, Biolegend), a mouse cell surface protein antibody panel containing 167 oligo-conjugated antibodies for CITE-seq and TruStain FcX™ PLUS Antibody (1:25; Biolegend) in Phosphate buffered saline (PBS) with 0.04% bovine serum albumin (BSA) for 30 minutes on ice. After incubation, cells were incubated with 7AAD (1:100) 5 minutes prior to sorting. 8x10^4^ living CD45^+^ cells were sorted using BD FACSAriaTM II and collected in 500 μl PBS + 0.04% BSA and 3 μM ActD. The 10× genomics single-cell bead-in emulsions and CITE-seq libraries were prepared as described previously (39). The mean RNA reads per cell for the vehicle and Flt3L CITE-seq data were 28036 and 21833 with an RNA sequencing saturation metric of 43.7% and 45% respectively. The ADT libraries yielded 4033 and 3907 mean reads per cell, and 69.2% and 72.7% ADT sequencing saturation, for the vehicle and Flt3L conditions respectively. For filtering the low-quality cell barcodes, associated with empty droplets, the “emptyDrops” function of the DropletUtils package (v.1.10.2) has been applied on the RNA expression data, using an FDR cutoff of 0.01. The gene expression matrices were further filtered for outliers for mitochondrial genes percentage and low-abundance genes as described previously, using the Scater package (v.1.18.3) (40). Library size normalization and unsupervised Leiden clustering were performed with Seurat v.3.2.3. The obtained clustering was visualized via Uniform Manifold Approximation and Projection (UMAP) plots. Differential expression analysis was done using Wilcoxon Rank Sum test to identify genes, specific for each cluster. Bonferroni correction has been applied for adjustment of the P values. The processing of the ADT expression matrix was done as described previously (40).

### Single cell RNA velocity analysis

The estimation of the RNA velocity was performed with the velocyto python package v.0.17.16 and the R package velocyto.R_0.6. The spliced/unspliced expression matrices were generated with velocyto with using the option for masking the repetitive elements. The expressed repeat annotations for mm10 were downloaded from the UCSC genome browser. The genes of the resulting expression matrices were filtered based on the minimum average expression in at least one of the clusters (0.1 and 0.05 counts for the spliced and unspliced matrix, respectively). Then, RNA velocity was estimated with the velocyto.R_0.6 package using gene-relative model with k=20 cell kNN pooling and using top/bottom 2% quantiles for gamma fit (“fit.quantile” option). The RNA velocities were visualized on the UMAP embeddings via correlation-based transition probability matrix within the kNN graph using default parameters.

### Gene ontology enrichment

Gene ontology enrichment analysis was performed using the Metascape (http://metascape.org/) online tool with default parameters (41).

### Software

Flow cytometry data was analyzed using FlowJo™. CITE-seq data was analyzed and graphs were generated using R version 4.0.3, DropletUtils version 1.10.2, scater version 1.18.3, Seurat version 3.2.3, Nichenet version 1.1.0, velocyto version 0.17.16 and velocyto.R_0.6. All schematic figures were created using BioRender.com.

### Statistics

Statistics and graphs were generated using GraphPad Prism. All graphs represent the mean ± standard error of the mean (SEM Statistics and graphs were generated using GraphPad Prism. All graphs represent the mean ± standard error of the mean (SEM). For data showing the expression of cell types as percentage of the main population, a LOGIT transformation was performed to correct for the non-normal distribution and/or the heteroscedasticity of the data. Consequently, statistical analysis using unpaired t-tests (**Figures 1B**, **2F**, **4C**, **S3F, S4C–F, S5E, S6A**.), one-way analysis of variance (ANOVA) (**Figures 3E**, **4B**, **S5B–D, H, S6B–E**) or two-way ANOVA were performed (**Figures 1A**, **S1C–F, S4A, B**). Both one-way and two-way ANOVA were followed by a *post hoc* analysis and a Bonferroni correction for multiple testing. Tumor growth curves were compared by mixed-effects two-way ANOVA with multiple comparisons tests. Survival curves were subjected to Kaplan-Meier survival analyses. For statistically significant differences, the p value is indicated in graphs as the following: *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

## Data availability statement

The data associated with this study are available in the main text or the supplementary materials. ScRNA-seq raw data are deposited in the GEO (NCBI) repository, accession number GSE225539.

## Ethics statement

The animal study was reviewed and approved by Ethical Committee for Animal Experiments of the Vrije Universiteit Brussel.

## Author contributions

EC, SD, and DLao designed the experiments. EC, JB, AD, PB, YE, DLac, MŽ, AH, and SD performed the experiments. EC, DK, and SD performed analyses on the experimental data. EC and DK performed bioinformatics analyses. EC, DK, SD, and DLao wrote the manuscript. AH and JVG gave advice on the experimental design and manuscript. SD and DLao supervised the study. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Flt3L therapy increases the abundance of Treg-promoting CCR7+ cDCs in preclinical cancer models
**Source:** Front Immunol. 2023 Aug 9;14:1166180. doi: 10.3389/fimmu.2023.1166180

Supplementary Figure 5

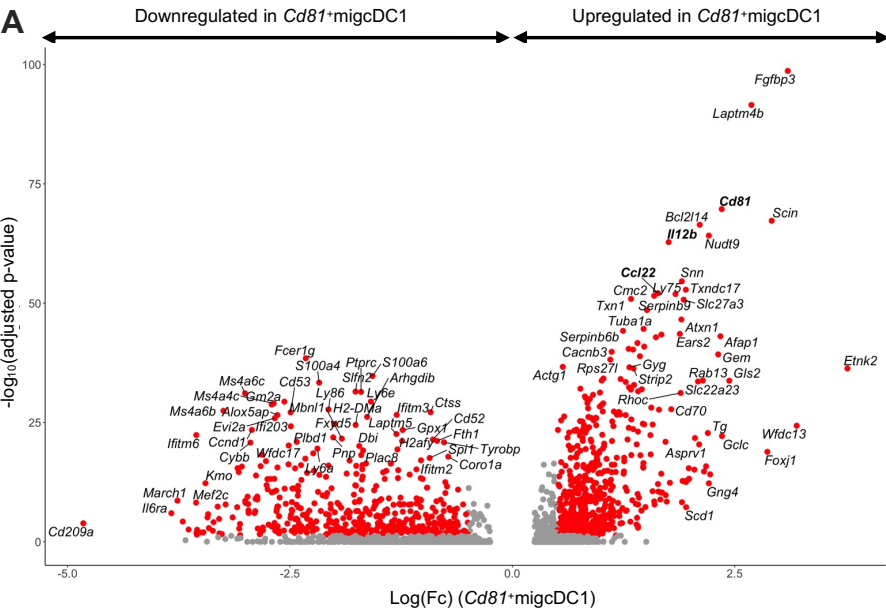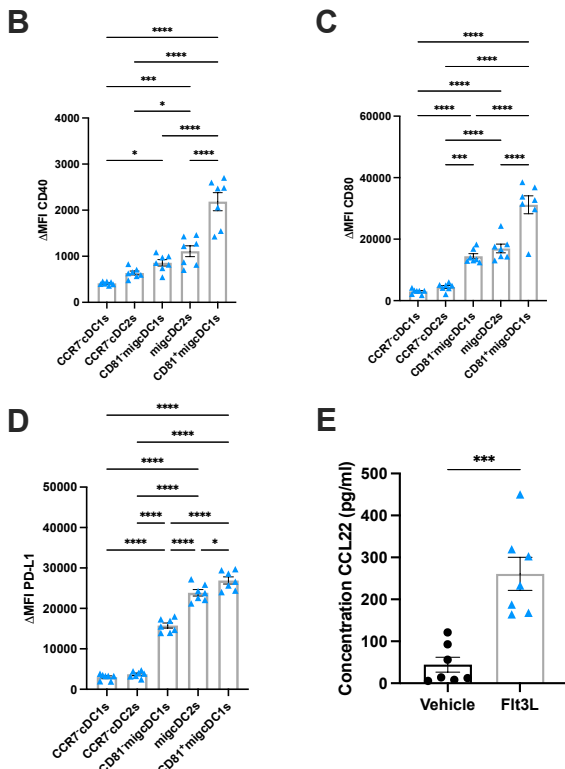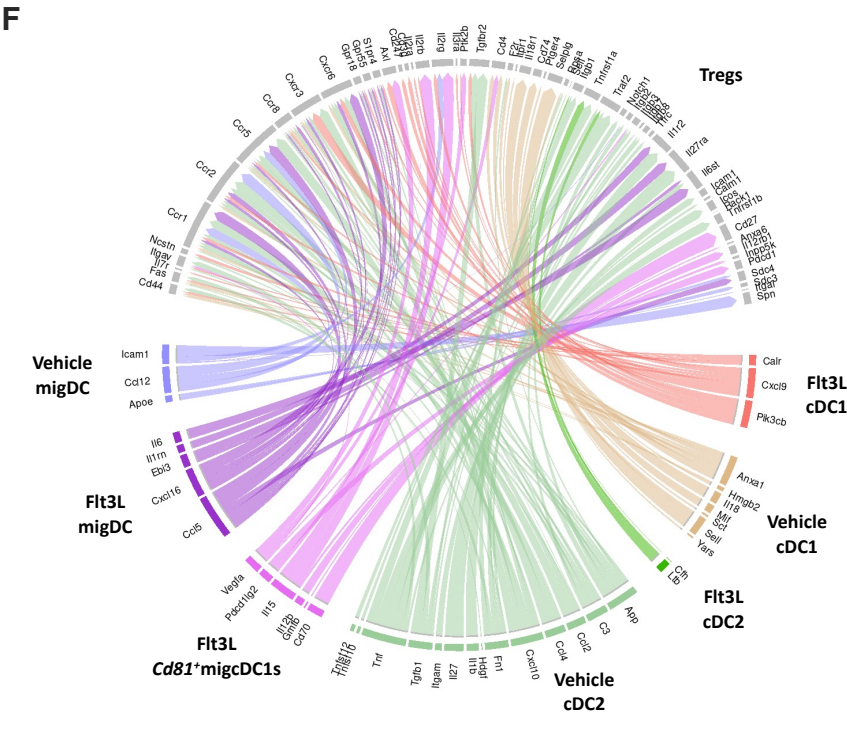

sender	receiver	auROC	aupr	pearson	frac_pos_p<br>redicted	frac_neg_p<br>redicted	fisher.p.val
Fit3L cDC1	Tregs	0.501	0.066	0.007	0.056	0.050	0.376
Vehicle cDC1	Tregs	0.522	0.073	0.031	0.075	0.048	0.083
Fit3L cDC2	Tregs	0.519	0.067	0.010	0.052	0.050	0.478
Vehicle cDC2	Tregs	0.525	0.073	0.033	0.076	0.049	**0.076**
Fit3L Cd81 ^{hi} migCdc1s	Tregs	0.538	0.083	0.054	0.089	0.048	**0.012**
Fit3L migDC	Tregs	0.486	0.060	-0.016	0.043	0.051	0.746
Vehicle migDC	Tregs	0.484	0.065	0.003	0.053	0.050	0.465

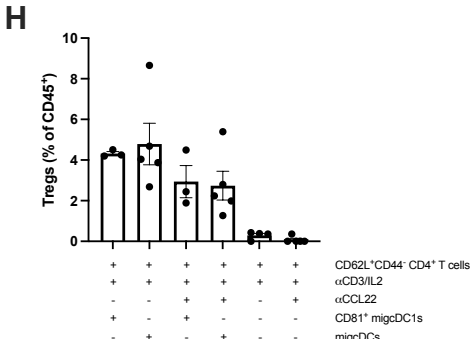

**Supplement:** Supplementary file 5

# Supplementary material for: Flt3L therapy increases the abundance of Treg-promoting CCR7+ cDCs in preclinical cancer models
**Source:** Front Immunol. 2023 Aug 9;14:1166180. doi: 10.3389/fimmu.2023.1166180
**Supplement:** Supplementary file 7

**Supplemental materials and figures**

**SUPPLEMENTAL MATERIALS AND METHODS**

**CCL22 ELISA**

The CCL22 concentration in tumor cell suspension supernatants was measured via a sandwich ELISA according to the manufacturer’s instructions (R&D Systems, DY439). Optical density measurements were obtained using a Varioskan™ LUX Multimode Microplate Reader (Thermo Scientific™) set to 450 and 540 nm, whereby the latter were used for background correction.

**Cell-cell communication modelling**

Ligand-receptor interactions between the different cDC/migDC subsets and the Tregs were predicted via the NicheNet algorithm (Nichenetr, v1.1.0). Nichenet uses a prior model of intercellular interactions, based on ligand-receptor, signaling and gene regulatory data sources, which were aggregated into an integrated network and used to calculate regulatory potential score for each ligand-target link. NicheNet ranks the ligands expressed in the sender cells and estimates a ligand activity score, based on how well the target genes of the ligands from the prior model predict the observed gene set of interest compared to a background set of genes. The gene set of interest refers to the genes in the receiver population that are potentially affected by the ligands of the sender cells. As ligand activity metric, Pearson correlation coefficient between the prior regulatory potential scores and the gene set of interest assignments is used, so higher score indicates better predictive ligands. Then, Nichenet infers the potential receptors (expressed in the receiver cells) and target genes (belonging to the gene set of interest and to the 250 most strongly predicted targets from the prior model of at least one of the selected ligands) of the top ranked ligands.

The cDC1, cDC2 and migDC populations were defined as sender cells, and the Tregs – as receiver cells. The gene set of interest was defined as the differentially expressed genes between the FLT3L and naive condition in the Tregs (p_val <0.1). We have selected the top 40 ligands by ligand activity for further analysis. Next, we wanted to evaluate which DC subset shows strongest evidence of ongoing intercellular communication with the Treg population. We assigned each of the 40 prioritized ligands to the DC subset, where it was expressed highest. Then, we assessed how well the prioritized ligands of each DC subset can predict the gene set of interest, based on a multi-ligand random forest model with cross-validation. The classification model returns a probability for each target gene if it belongs to the gene set of interest or not. Then, we applied a Fisher’s exact test to test if the gene set of interest genes are enriched in the top-predicted target genes list. A high fraction of the gene set of interest genes in the prior model target genes for the ligands suggests that actual cell-cell communication is ongoing between the sender and receiver cells.

**SUPPLEMENTAL FIGURES AND TABLES**

**Supplemental Figure 1.** Flt3L treatment significantly increases dendritic cells in the E0771 tumor microenvironment. **A.** Graphical representation of the experimental design where E0771 tumor bearing mice are treated for 6, 9 or 21 consecutive days with vehicle or Flt3L. **B,** Gating strategy for flow cytometry to identify different cell populations within the E0771 tumor microenvironment. **C,** Percentage of cDC1, cDC2 and pDC in the CD45^+^ cell population of E0771 tumors as described in A. Data from 2 independent experiments (n=7). **D,** Percentage of Migratory cDC1 (MigcDC1), MigcDC2, Resident cDC1 (RescDC1) and RescDC2 in CD45^+^ cell population of tumor draining lymph nodes after 9 days of vehicle or Flt3L treatment. Data from 2 independent experiments (n=4-5). **E,F,** Percentage of cDC1 and cDC2 in bone marrow (E) and spleen (F) after 9 days of vehicle or Flt3L treatment. Data from 2 independent experiments (n=4-5). *, *P < 0.05*; **, *P < 0.01*; ***, *P < 0.001*; ****, *P < 0.0001*

**Supplemental Figure 2.** Flt3L treatment shifts the T-cell compartment towards regulatory T cells. **A,** Dotplot showing 19 cellular clusters of CITE-seq analysis performed on the CD45^+^ fraction of E0771 tumors collected from 9 days vehicle and Flt3L-treated animals. Clusters were annotated based on the expression of canonical marker genes. Data from 1 experiment (n=3). **B,** Split UMAP of CITE-seq analysis performed on the CD45^+^ fraction of E0771 tumors collected from 9 days vehicle and Flt3L-treated animals. **C,** UMAP of the re-analyzed T-cell compartment of CITE-seq analysis performed on the CD45^+^ fraction of E0771 tumors collected from 9 days vehicle and Flt3L-treated animals. **D,** Dotplot showing 6 cellular clusters obtained after re-analysis of the T-cell compartment of CITE-seq analysis performed on the CD45^+^ fraction of E0771 tumors collected from 9 days vehicle and Flt3L-treated animals. Clusters were annotated based on the expression of canonical marker genes. **E,** Violin plots showing expression of *Foxp3*, *Lag3*, *Klrg1*, *Ikzf2*, *Tnfrsf4*, *Ccr8*, *Il2ra*, *Cd44*, *Cd69* and *Ctla4* on regulatory T cells (Tregs) identified in the CITE-seq analysis performed on the CD45^+^ fraction of E0771 tumors collected from 9 days vehicle and Flt3L-treated animals. **F,** Heatmap representing average expression of *Tcf7*, *Sell*, *Gzmb*, *Cd69*, *Ifng*, *Pdcd1*, *Cd44*, *Il2ra*, *Tox* and *Lag3* in T-cell clusters identified after re-clustering of the CITE-seq analysis performed on the CD45^+^ fraction of E0771 tumors collected from 9 days vehicle and Flt3L-treated animals.

**Supplemental Figure 3.** Flt3L therapy induces a CD81^+^ CCR7^+^ cDC1 activation status. **A,** Heatmap representing average expression of *H2-Ab2*, *Cd200*, *Ccr7*, *Cd83*, *Icosl*, *Cd209a*, *Pdcd1lg2*, *Cd80*, *Cd274*, *Cd40* and *Cd86* in DCs in CITE-seq analysis performed on the CD45^+^ fraction of E0771 tumors collected from 9 days vehicle and Flt3L-treated animals. **B,** Dotplot with 8 cellular clusters obtained after re-analysis of the DC compartment of CITE-seq analysis performed on the CD45^+^ fraction of E0771 tumors collected from 9 days vehicle and Flt3L-treated animals. Clusters were annotated based on the expression of canonical marker genes. **C,** Bar graph showing the relative contribution of each condition in the DC clusters identified in the DC compartment of CITE-seq analysis performed on the CD45^+^ fraction of E0771 tumors collected from 9 days vehicle and Flt3L-treated animals. **D,** Pie charts of the different DC clusters identified in the DC compartment of CITE-seq analysis performed on the CD45^+^ fraction of E0771 tumors collected from 9 days vehicle and Flt3L-treated animals. **E,** Feature plot showing the protein expression of XCR1 and CD24 in the DC clusters of CITE-seq analysis performed on the CD45^+^ fraction of E0771 tumor collected from 9 days vehicle and Flt3L-treated animals. **F,** Flow cytometric analysis of CD81^+^migcDC1, CD81^-^migcDC1 and migcDC2 as percentage of CD45^+^ cells from E0771 tumors collected after 9 days of vehicle or Flt3L treatment. Data from 2 independent experiments (n = 6-7). ****, *P < 0.0001*

**Supplemental Figure 4.** Flt3L therapy increased the presence of CD81^+^migcDC1s in TS/A and LLC. **A,** Frequency of immune populations within TS/A tumors treated for 9 days with vehicle or Flt3L (n=7). **B,** Frequency of immune populations within LLC tumors treated for 7 days with vehicle or Flt3L (n=7). **C,** Percentages of CD81^+^migcDC1, CD81^-^migcDC1 and migcDC2 within migDCs in TS/A tumors (n=5-7). **D,** Percentages of CD81^+^migcDC1, CD81^-^migcDC1 and migcDC2 within migDCs in LLC tumors (n=7). **E,** Percentages of CD81^+^migcDC1, CD81^-^migcDC1 and migcDC2 within CD45^+^ cells in TS/A tumors (n=5-7). **F,** Percentages of CD81^+^migcDC1, CD81^-^migcDC1 and migcDC2 within CD45^+^ cells in LLC tumors (n=7). **G,** TS/A tumor growth upon 9 days of vehicle or FLt3L treatment. **H,** LLC tumor growth upon 7 days of vehicle or FLt3L treatment (n=7). Representative data from 2 experiments. *, P < 0.05; **, P < 0.01, ***, P < 0.001; ****, P < 0.0001.

**Supplemental Figure 5.** Flt3L-induced tumor-associated CD81^+^migcDC1 are potent Treg inducers. **A,** Volcano plot showing genes up and downregulated in *Cd81*^+^migcDC1 relative to the other DC clusters identified in the DC compartment in the CITE-seq analysis of CD45^+^ cells isolated from E0771 tumors of 9-day Flt3L treated mice with red dots representing significantly upregulated genes. **B-D,** Delta mean fluorescence intensity (∆MFI) of CD40 (B), CD80 (C) and PD-L1 (D) in the different dendritic cell subsets in the E0771 tumor microenvironment of 9-day vehicle or Flt3L treated mice. Data from 2 independent experiments (n=7). **E,** CCL22 levels detected in E0771 tumor supernatants collected after 9 days of vehicle or Flt3L treatment. Data from 1 experiment (n=7). **F,** Circle plot showing links between top predicted ligands in the DC subsets and their receptors found in Tregs identified from the CITE-seq analysis of CD45^+^ cells isolated from E0771 tumors of 9-day Flt3L treated mice. The width of the arrows corresponds to the regulatory potential based on prior knowledge for interaction. **G,** Assessment of the potential of the prioritized ligands of each DC subset to predict the gene set of interest. The prediction is performed with a multi-ligand random forest model with cross-validation. Auroc - area under the receiver operating characteristic; aupr – area under the precision-recall curve; pearson - Pearson's coefficient; frac_pos_predicted - percentage of gene set of interest genes within the top 5% predicted targets of the ligands; frac_neg_predicted - percentage of non-gene set of interest genes within the top 5% predicted targets of the ligands; fisher.p.val - Fisher’s p-value evaluating if the gene set of interest genes are enriched in the top-predicted target genes list. **H,** Percentage of Tregs within CD45^+^ cells after coculture of sorted CD81^+^migcDC1 and migDCs (CD81^-^migcDC1 and migcDC2) with naive CD44^-^CD62L^+^CD4^+^ T cells in the presence or absence of a polyclonal anti-CCL22 antibody (2 µg/mL). Representative data from 2 experiments (n=5). *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001

**Supplemental Figure 6.** Flt3L therapy does not improve the αCD40-mediated reduction of tumor growth. **A,** DCs as percentage of CD45^+^ cells within the E0771 tumor 2 days after isotype or αCD40 treatment as depicted in Figure 4A. Data from 2 independent experiments (n=7). **B,** Percentage of CD81^+^migcDC1 within DCs of E0771 tumors collected respectively 3 days and 2 days after treatment start of vehicle/Flt3L or isotype/αCD40 as depicted in Figure 4A. Data from 1 experiment (n=5-7). **C,D,** CD8^+^ T cells (C) and regulatory T cells (Tregs; D) as percentage of CD45^+^ cells within E0771 tumors collected respectively 3 days and 2 days after treatment start of vehicle/Flt3L or isotype/αCD40 as depicted in Figure 3C. Data from 1 experiment (n=5-7). **E,** Concentration of CCL22 detected in the supernatants of E0771 tumors collected respectively 3 days and 2 days after treatment start of vehicle/Flt3L or isotype/αCD40 as depicted in Figure 4A. Data from 1 experiment (n=6-7). *, P < 0.05; **, P < 0.01; ***, P < 0.001; ****, P < 0.0001

**Supplemental table S1**

| Target | Clone |
| --- | --- |
| Armenian HamsterIgG1 | HTK888 |
| B220 | RA3-6B2 |
| CCR7 | 4B12 |
| CCR8 | REA921 |
| CD3 | 17A2 |
| CD3e | 145-2c11 |
| CD4 | RM4-5 |
| CD4 | GK1.5 |
| CD8a | 53-6.7 |
| CD11b | M1/70 |
| CD11c | N418 |
| CD11c | HL3 |
| CD19 | MB19-1 |
| CD19 | 1D3 |
| CD24 | M1/69 |
| CD40 | 3/23 |
| CD45 | 30-F11 |
| CD64 | X54-5/7.1 |
| CD80 | 16-10A1 |
| CD81 | Eat2 |
| CD274 | MIH5 |
| F4/80 | CI:A3-1 |
| F4/80 | T45-2342 |
| FOXP3 | MF23 |
| FOXP3 | FJK-16s |
| Ly6C | AL-21 |
| Ly6G | 1A8 |
| MHCII | M5/114.15.2 |
| MHCII | 2G9 |
| NK1.1 | PK136 |
| RatIgG2a, k | eBR2a |
| RatIgG2a, k | RTK2758 |
| Sca-1 | D7 |
| SiglecF | S17007L |
| SiglecF | E50-2440 |
| SiglecH | 551 |
| SiglecH | 440c |
| TCRb | H57-597 |
| XCR1 | ZET |

How the deposited data were processed for this re-analysis (not part of the article)

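CD45+ cells of E0771 tumors were measured by CITE-seq in 2 conditions, vehicle and Flt3L, with 1 library each from a pool of 3 mice. The authors aligned the reads to mm10 with Cell Ranger and deposited counts of UMIs per gene and counts per antibody tag for each droplet of the Flt3L library, with 31053 genes and 168 tags. The authors also deposited annotation tables with a cluster label for each cell they kept, for both libraries, and with a doublet score per cell, a number from 0 to 1 without unit. The count matrix of the vehicle library was not analysed here. The deposited matrix held 2078140 barcodes with a count and 84131146 gene UMIs, of which 70.0% were in the 8614 labelled cells. A labelled cell had a mean of 6839 UMIs, between 274 and 50019, and a median of 1.87% mitochondrial UMIs (highest 9.66%). Labels of cells were taken as deposited and no cell was clustered anew.

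Shares were computed from the labels among all labelled CD45+ cells, among T cells and among DCs, with Clopper-Pearson intervals for shares and exact conditional Poisson intervals for ratios. The clusters Cd81+migcDC1, with 987318 UMIs, all other DCs, with 19775370 UMIs, cDC1, with 2664954 UMIs, and migDC, with 4243311 UMIs, were compared by summed UMIs. A log2 ratio was taken after 5 CPM were added to each side. Of the genes with at least 30 UMIs over both groups, 2817 also had 50 CPM in one group against all other DCs, 2840 against cDC1 and 2396 against migDCs. Genes named in the passages are those that the paper's text or legends name, the 10 highest and 10 lowest ratios of each comparison, of which some are printed, and members of gene lists with the largest ratios. Antibody tags were compared as the share of all tag counts of a cluster. Gene lists covered the identity of cDC1, cDC2 and pDCs, mature DCs, adhesion and actin, innate activation, interferon response, costimulation, regulatory DCs, cytokines, MHC class I and II, NF-κB, cholesterol synthesis and efflux, cell cycle, stress, T cells and other cell types, and each was set against 10000 random lists of like expression. Gene identifiers were compared with GENCODE M21 on GRCm38, which holds 30934 of them.

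Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 (for Scrublet) and matplotlib 3.10.9. The comparison was tested on simulated data, in which intervals for unchanged genes covered the true ratio in 95.8% of genes against migDCs, 95.4% against all other DCs and 95.6% against cDC1, and in which 100% of genes raised 2-fold were recovered. At a fold of 0.5 the share recovered was 94% against migDCs, 100% against all other DCs and 98% against cDC1. The simulated counts were drawn from the Poisson model that the intervals assume, without variation between cells. The simulation therefore checks the computation and not whether the intervals are wide enough for real cells.

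The samples, the comparisons, the gene lists and most alternatives were fixed before the data were examined. Alternatives were an added 1 CPM in place of 5, scaling by the median of ratios, the mean of per-cell values, thinning of each DC to 2000 UMIs and of each T cell to 1000, removal of an ambient profile at 5% (from 2055809 barcodes with at most 100 UMIs), other denominators, lists without genes the paper names, and other scales for tags. The 2-fold size used for list members, leaving out cells with a deposited doublet score of 0.5 or higher, leaving out the highest 8% of Scrublet scores, the rule for surface proteins and the list of hypoxia and glycolysis genes were chosen after the files were in hand. Scrublet with its own threshold called 1 cell, and the highest 8% of scores, 689 cells, served in its place. RNA velocity, ontology enrichment and NicheNet were not rerun, since they need reads, databases or networks outside the deposited counts. No test was made between conditions or with cells as replicates.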

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

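The tests of hypoxic monocytes and the rule that picked surface proteins were chosen after the results were seen, whereas the tests of doublets, free RNA, closure of DC shares and depth were written down before.

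A population that the paper shows but does not discuss stood apart. Hypoxic monocytes were 2.69% of CD45+ cells with vehicle and 8.47% with Flt3L, a ratio of 3.16 (2.72 to 3.68), while Mono (0.778) and Mono IFN (0.557) fell among CD45+ cells. A larger share of DCs does not explain it, because among non-DC cells the ratio was 4.48 (3.85 to 5.22). Against cells of low RNA quality, the median mitochondrial share was 2.29% in these and in the other monocytes, and the median log2 ratio of hypoxia and glycolysis genes was 0.99 (0.86 to 1.55), with Vegfa at 7.74 times (6.38 to 9.43) and Egln3 at 6.83 times. True hypoxia and low quality still cannot be told apart, because 0.99 falls short of the bound of 1 set for it, the cluster was made on such genes and its median depth was 4543 against 5583 UMIs, while dissociation-stress genes had a median of 0.28 (-0.85 to 2.17), above 99.8% of random lists, with 6 of 14 genes at least 2-fold higher and 2 lower. With 1 pool per condition the effect of Flt3L stays open.

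Cd81+migcDC1 holds transcripts of both cDC1 and migDCs, which doublets of both could also give. Against doublets, 35 genes lay more than 2-fold above the higher of both parents, among them Fgfbp3 (8.65 times migDCs) and Gclc (8.51 times), with the reservation that parents are cluster means and the cluster was itself made on expression. Against free RNA of cDC1, Xcr1 was 20.4 times and Clec9a 10.4 times as high as in migDCs, which lie in the same suspension. Against cDC2 of that suspension only Xcr1 stood clearly apart, with 19.2 CPM in Cd81+migcDC1 and 1.10 CPM in cDC2. Clec9a was at 29.4 CPM (19.7 to 42.2) in Cd81+migcDC1, 18.2 CPM (15.5 to 21.2) in cDC2 and 63.8 CPM in pDCs. The argument thus rests mainly on Xcr1, which had 19 UMIs. Of the cells of this cluster 2.42% had a deposited doublet score of at least 0.5, against 7.30% of the Flt3L library. The vehicle library held 5 cells with the Cd81+migcDC1 label. The paper found CCR7+ CD81+ migDCs by flow cytometry in E0771, TS/A and LLC tumors (Fig. 2E, F, S4). It thus stays open only how far the expression of 124 cells of 1 library holds for them.

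DC shares rose while macrophage shares fell, which closure of shares could produce. The lowest ratio among cDC1, cDC2 and migDCs was 7.31 times the highest of T cells and NK cells, so a smaller share of macrophages and monocytes alone does not give it. A part played by depth in these shares cannot be told apart. Vehicle counts were not analysed here, so the number of vehicle cells with a known UMI count was 0. The paper's methods report more mean RNA reads per cell for vehicle than for Flt3L, but shares at equal depth were not computed. Its flow cytometry, which does not depend on sequencing, also found more cDC1 and cDC2 with Flt3L (Fig. 1A, S1B, C).

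Surface proteins that the paper does not discuss had a lower bound of more than 3 times the share in migDCs and lay above every isotype control. Tim4 was 5.58 times (5.38 to 5.79) as high in Cd81+migcDC1 as in migDCs. CD8a was 5.50 times (4.75 to 6.36) as high. CD9 was 4.76 times (4.40 to 5.14) as high. CD272 was 4.12 times (3.69 to 4.60) as high. Integrin β7 (Integrin_b7) was 3.31 times (3.11 to 3.53) as high. CD38 was 3.31 times (3.08 to 3.56) as high. CD371 was 3.21 times (3.09 to 3.34) as high.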

How the results depend on the processing

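The settings without cells of high deposited doublet score and without the highest 8% of Scrublet scores were added after the data were seen, and the others were planned. Of 1399 alternative values over 286 results, 10 of shares, lists and proteins reversed, 1 further value of a single gene changed sign without counting as reversed since its interval included no change, and 73 of those for single genes, 41 for CPM, 22 for shares, 8 for list medians, 8 for ranked genes and 4 for proteins moved beyond the counting interval or the bound set for them. The largest shift of a log2 ratio of a single gene was 2.77, for Ms4a6b against all other DCs with the ambient profile subtracted. For the changes below the cause was not tested unless the construction shows it. Against non-DC cells, where the denominator no longer holds the DCs, Mono reversed to 1.10 and all monocytes to 1.24, and cDC2 moved to 6.84 and migDCs to 6.65. With the labels of the DC annotation, cDC2 moved to 6.26. Over all CD45+ cells in place of DCs, inflammatory cDC2 reversed to 2.54, migDCs to 4.17, non-canonical DCs to 1.92 and pDCs to 2.87, and Cd81+migcDC1 moved to 24.4, which the change of denominator gives by construction. Without genes that the paper names, the list of cholesterol efflux reversed against migDCs from 0.19 to -0.052 and that of regulatory DCs against cDC1 from 1.11 to -0.53. Without the highest 8% of Scrublet scores, T-cell activation genes reversed against cDC1 to 0.91. By the median of centred log ratios, CD24 protein reversed against cDC1 to 1.03 and moved against migDCs to 9.43, and XCR1 protein against migDCs moved to 2.36, and to 35.4 after isotype subtraction. Of the 20 highest and lowest genes, thinning kept 12 against all other DCs and 13 against cDC1, an added 1 CPM kept 10 and 11, the ambient profile kept 13 against migDCs and 13 against all other DCs, and against cDC1 13 remained without the highest Scrublet scores and 12 without high doublet scores. Thinned, the log2 ratio to migDCs was 0.61 for Ccl22 and 1.00 for Il12b, and that of Ccl22 to all other DCs 2.23. By per-cell means, Ccl22 to all other DCs was 2.4 and Il12b 2.52. The single gene that changed sign was Clec9a against all other DCs when thinned, from -0.25 to 0.20. The alternatives of at least 2000 and 1000 UMIs per cell for shares were not run because UMI counts of the vehicle library were not analysed here, nor were Scrublet's automatic calls, which left out 1 cell. No paired analysis was possible because each condition is 1 library.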

Differences from the paper's values

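The natural log scale was chosen after the values were seen, and nothing else in this part was. The paper's values in Fig. S5A were read by eye, its test took cells as replicates, and its axis does not name a base. The values here come near it only on a natural log scale. They are logs of the plain ratio of CPM, without the 5 CPM added for log2 ratios elsewhere. Values with 5 CPM added were not compared with the paper. A value was called different when it lay further from the paper's than the counting interval of the ratio reaches. That rule leaves out the error of reading by eye. Fgfbp3 was 3.4 here and about 3.1 in Fig. S5A, read by eye; the per-cell mean (3.1) no longer differed, and an added 1 CPM (3.32), the median of ratios (3.37), thinning (3.33) and the ambient profile (3.43) still did. Cd81 was 2.54 and about 2.4 in Fig. S5A, read by eye; the per-cell mean (2.33) and thinning (2.46) no longer differed, and an added 1 CPM (2.53), the median of ratios (2.51) and the ambient profile (2.61) still did. Scin was 3.14 and about 2.9 in Fig. S5A, read by eye; the per-cell mean (2.93) and thinning (3.01) no longer differed, and an added 1 CPM (3.09), the median of ratios (3.1) and the ambient profile (3.16) still did. Il12b was 1.96 and about 1.8 in Fig. S5A, read by eye; the per-cell mean (1.77) no longer differed, and an added 1 CPM (1.95), the median of ratios (1.93), thinning (1.89) and the ambient profile (1.97) still did. Ccl22 was 2.00 and about 1.6 in Fig. S5A, read by eye; thinning (1.58) no longer differed, and the per-cell mean (1.70), an added 1 CPM (1.99), the median of ratios (1.97) and the ambient profile (2.02) still did. Etnk2 was 5.16 with nothing added and about 3.8 in Fig. S5A, read by eye. An added 1 CPM (3.72) no longer differed, and the per-cell mean (5.27), the median of ratios (5.12) and the ambient profile (5.66) still did. The value of Etnk2 thus depends on what is added, so its difference from the paper stays open.

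The paper's discussion proposes that migDCs alone among DCs produce CCL22, and names Cd81+migcDC1 together with them as a possible source. In the DC annotation a UMI of Ccl22 was seen in 5.98% of cDC1 (3.58 to 9.29), 6.04% of cDC2 (4.81 to 7.47) and 1.51% of NK cells (0.413 to 3.82), and at 2000 UMIs per cell in 3.01% of cDC1 (1.39 to 5.64), 2.38% of cDC2 (1.62 to 3.36) and 0% of NK cells (0 to 1.4), so the interval of cDC1 then touches that of NK cells. The level was 20.6 CPM in cDC1 and 19.6 CPM in cDC2, against 319 CPM in migDCs and 610 CPM in Cd81+migcDC1, which that annotation labels apart. Doublets and maturing Ccr7+ cells under the cDC1 and cDC2 labels were not left out, so these values cannot decide the question. The paper reads a migratory potential from adhesion and actin genes against all other DCs. Against migDCs alone the median of these genes was 0.04, near the shift of all genes of -0.04. Of the 40 genes 6 were at least 2-fold higher than in migDCs and 1 was at least 2-fold lower. As migDCs are migratory DCs themselves, this does not contradict the paper's reading. By flow cytometry the paper finds CD40, CD80 and PD-L1 highest in Cd81+migcDC1 among DCs, in groups gated on proteins that need not match the RNA clusters. RNA of Cd40 (0.644 times), Cd80 (0.584 times) and Cd274 (0.770 times) was lower in Cd81+migcDC1 than in migDCs. PD-L1 tags were lower by mean (179 against 216 per cell) and median (154 against 190), and CD80 tags were lower by mean (54.5 against 57.0) but not by median (41 against 39). The paper gives 9838 vehicle cells and 10341 Flt3L cells (Fig. 1C), and the deposited labels cover 8489 and 8614. For cDC2, Fig. 1D gives about 3.4% with vehicle and 16% with Flt3L, against 3.78% and 18.2% here, and for migDCs about 2.7% and 13%, against 2.32% and 10.9%. The methods name 167 antibodies in the panel, and the deposited counts hold 168 tags, for which no alternative was planned.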

Other observations

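Both hypotheses below were tested after the results were seen, with the test written down after the values it uses were known.

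1 hypothesis is that the genes of adhesion and innate activation that set Cd81+migcDC1 apart from all other DCs are mostly those of any mature CCR7+ DC. The test asked for the same shift in migDCs against the remaining DCs. There the median log2 ratio was -1.97 for innate activation and 0.50 for adhesion and actin, against -0.20 for all genes that passed the filters, and both were of the same sign as in Cd81+migcDC1. Interferon genes were at -1.41 and genes of mature DCs at 3.50 in the same comparison. Genes of innate activation were thus low in migDCs as well, and lower still in Cd81+migcDC1 when both were compared directly (median -0.51). Both comparisons share most of their control DCs, and the clusters were made on expression, so how much of the difference maturation accounts for stays open.

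Another hypothesis is that Cd81+migcDC1 are cDC1 that have partly changed into migDCs. On a scale with 0 at cDC1 and 1 at migDCs, the median position was 0.91 for 180 genes higher in migDCs and 0.93 for 123 genes higher in cDC1. Both lay near migDCs, and 54 and 42 of the genes lay beyond migDCs. A cell on its way could lie there, but so could a migDC that keeps a few cDC1 genes, such as Xcr1 at 20.4 times its level in migDCs. Direction of change was not measured here. From RNA velocity, which was not rerun, the paper proposes that Cd81+migcDC1 came mainly from cDC1 (Fig. 2D). Its discussion also cites a similar population that was reduced in mice without Batf3.

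In Cd81+migcDC1, Cd40 RNA was 0.644 times (0.566 to 0.730), Cd80 0.584 times (0.465 to 0.727) and Cd274 0.770 times (0.680 to 0.869) as high as in migDCs. The costimulation list as a whole had a median log2 ratio of -0.21 (-0.74 to 0.35), with 12 of 13 genes within 2-fold. The share of tags was 0.841 times (0.820 to 0.863) for CD80, 0.852 times for CD86 and 0.728 times (0.718 to 0.739) for PD-L1 (CD274), but the median count per cell was 41 against 39 for CD80 and 114.5 against 110 for CD86, so only PD-L1 was lower on each scale. Against cDC1 and cDC2, Cd40, Cd80 and Cd274 were all higher in Cd81+migcDC1, but inflammatory cDC2 had more Cd40, 410 CPM (372 to 451) against 286 CPM (253 to 321). Flow cytometry in the paper, on cells gated by proteins, puts CD40, CD80 and PD-L1 highest in these cells (Fig. S5B–D), and no tag for CD40 was compared.

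Other lists against all other DCs, as median log2 ratios, were -0.59 for cDC1 identity, 1.46 for mature DCs, -2.30 for cDC2 identity, -2.11 for pDC identity, 0.42 for costimulation, -0.36 for regulatory DCs, -0.98 for cytokines, -1.62 for MHC class II, 0.13 for MHC class I, 0.75 for NF-κB, -0.95 for cholesterol synthesis, -0.01 for cholesterol efflux, -0.94 for the cell cycle and -1.23 for stress. Marker genes of other cells were at -0.49 for neutrophils, -0.41 for T and NK cells, -2.27 for red cells and platelets and -0.98 for stroma, and those of B cells and tumor cells had too few measured genes. Among random lists of like expression, the medians of these 4 lists lay at percentiles 44.8, 60.7, 0 and 4.8, so those of neutrophils and of T and NK cells were not low. Treg genes were at -0.13 and genes of T-cell activation at -1.27. Against migDCs the cytokine list was at -0.79, with 8 of 18 genes at least 2-fold lower, and regulatory DC genes were at -0.37.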
